# The Greatwall–Endosulfine Switch Accelerates Autophagic Flux during the Cell Divisions Leading to G1 Arrest and Entry into Quiescence in Fission Yeast

**DOI:** 10.3390/ijms24010148

**Published:** 2022-12-21

**Authors:** Alicia Vázquez-Bolado, Rafael López-San Segundo, Natalia García-Blanco, Ana Elisa Rozalén, Daniel González-Álvarez, M. Belén Suárez, Livia Pérez-Hidalgo, Sergio Moreno

**Keywords:** autophagy, quiescence, Greatwall, Endosulfine, PP2A, fission yeast

## Abstract

Entry into quiescence in the fission yeast *Schizosaccharomyces pombe* is induced by nitrogen starvation. In the absence of nitrogen, proliferating fission yeast cells divide twice without cell growth and undergo cell cycle arrest in G1 before becoming G0 quiescent cells. Under these conditions, autophagy is induced to produce enough nitrogen for the two successive cell divisions that take place before the G1 arrest. In parallel to the induction of autophagy, the Greatwall–Endosulfine switch is activated upon nitrogen starvation to down-regulate protein phosphatase PP2A/B55 activity, which is essential for cell cycle arrest in G1 and implementation of the quiescent program. Here we show that, although inactivation of PP2A/B55 by the Greatwall–Endosulfine switch is not required to promote autophagy initiation, it increases autophagic flux at least in part by upregulating the expression of a number of autophagy-related genes.

## 1. Introduction

Autophagy is a highly conserved catabolic process, from yeast to humans, that helps maintain cellular homeostasis by recycling cellular components in nutrient- or energy-deficient conditions [1,2,3]. During autophagy, cytoplasmic components and organelles (ribosomes, mitochondria, etc.) are incorporated into double-membrane vesicles or autophagosomes [3,4] and delivered to the degradative compartment of the cell, the vacuole in yeast, or the lysosome in animal cells, where acid hydrolases degrade the autophagosome contents before being recycled to the cytoplasm and used in biosynthetic pathways.

Autophagosome formation is a multi-step process mediated by a conserved group of proteins encoded by autophagy-related genes (ATG), first discovered in the budding yeast *Saccharomyces cerevisiae* [1,5]. The initial step of this pathway is regulated by the Atg1 complex in yeast [6,7] or the Ulk1 complex in mammalian cells [8,9,10]. Autophagy is normally activated by nutritional stress signals. The Target of Rapamycin (TOR) kinase, which plays a key role in promoting cell growth, inhibits autophagy. TOR is a serine/threonine protein kinase that is part of two complexes, TOR complex 1 (TORC1) and TOR complex 2 (TORC2), with conserved functions throughout evolution. Phosphorylation of Atg13, part of the Atg1 complex, by TORC1 prevents the activation of the Atg1 complex in budding and fission yeasts [11,12] and animal cells [13,14], thus blocking autophagy under nutrient-rich conditions.

In fission and budding yeasts, TORC1 also inhibits the Greatwall–Endosulfine switch that operates as an inhibitor of the protein phosphatase PP2A/B55. TORC1 phosphorylates and activates the S6 kinases, Sck1, Sck2, and Psk1, in fission yeast, which phosphorylate and inhibit Greatwall (Ppk18, Cek1, and Ppk31 in fission yeast, Rim15 in budding yeast). Thus, in nitrogen-rich media, when TORC1 activity is high, the Greatwall–Endosulfine (Ppk18, Cek1, and Ppk31-Igo1) switch is OFF and, as a result, the PP2A/B55 (PP2A/Pab1) phosphatase has high activity. Conversely, in nitrogen-poor media, TORC1 activity decreases, allowing the activation of Greatwall (Ppk18, Cek1, and Ppk31), which phosphorylates Endosulfine (Igo1) to become a potent inhibitor of the protein phosphatase PP2A/B55. Low levels of PP2A/B55 phosphatase activity allow cells to accelerate entry into mitosis and to divide twice without cell growth before arresting in G1 and entering quiescence [15,16] or initiating the sexual differentiation response [17,18].

Here we show that in fission yeast cell cycle exit, autophagy, G1 arrest, and entry into quiescence are coordinated by the activity of the protein phosphatase PP2A/B55 through the Greatwall–Endosulfine switch, which is under the control of TORC1. During nitrogen starvation, the inactivation of TORC1 and S6 kinases leads to the activation of the Greatwall–Endosulfine switch, which turns OFF PP2A/B55 activity. Inactivation of PP2A/B55 is required to increase the autophagic flux and to promote the acceleration of the G2/M transition during the last two cell divisions without cell growth, leading to a decrease in cell size and G1 arrest.

## 2. Results

### 2.1. The Greatwall–Endosulfine-PP2A/B55 Pathway Regulates Proper G1 Arrest under Nitrogen Starvation

In fission yeast, the master regulator of cell growth TORC1 controls the Greatwall–Endosulfine–PP2A/B55 (Ppk18,Cek1-Igo1-PP2A/Pab1) pathway that functions as a molecular switch to coordinate cell growth with cell size, quiescence, and cell differentiation [15,16,17,18]. In nitrogen-rich media, TORC1 activity is elevated and phosphorylates the S6 kinase orthologues, Sck1, Sck2, and Psk1, which in turn phosphorylate and inhibit Greatwall (Ppk18 and Cek1), a protein kinase that phosphorylates Endosulfine (Igo1), a small protein that in its phosphorylated form acts as a potent and specific inhibitor of the PP2A/B55 (PP2A/Pab1) complex ([15]; Figure 1A). Thus, in nitrogen-rich medium, when TORC1 (and S6) kinase activity is high, the Greatwall–Endosulfine (Ppk18, Cek1, and Ppk31-Igo1) switch is OFF and PP2A/B55 (Ppa1-Pab1 and Ppa2-Pab1) activity is high (Figure 1A, top). In contrast, in nitrogen-poor media, when TORC1 (and S6) activity decreases, Greatwall (Ppk18 and Cek1) is activated and phosphorylates Endosulfine (Igo1) on Serine 64. Phosphorylated Ser64-Igo1 binds to and inhibits the PP2A/B55 phosphatase complex (Figure 1A, bottom). As a consequence, PP2A/B55 phosphatase activity in nitrogen-poor media is reduced, cells divide at a smaller size and undergo proper G1 arrest and entry into quiescence after two successive cell divisions ([15,16]; Figure 1B). Thus, mutants lacking Endosulfine (*igo1*∆) or Greatwall (*ppk18*∆ *cek1*∆) were unable to accelerate entry into mitosis, did not reduce cell size at division, and did not undergo cell cycle arrest in G1 in response to nitrogen starvation (Figure 1C). The *igo1*∆ and *ppk18*∆ *cek1*∆ mutants divided only once and arrested the cell cycle in G2 (Figure 1C; [15,16]). In contrast, moderate overexpression of *ppk18*^+^ generated cells with a reduced cell size that were delayed in G1 ([15]; Figure 1C, *nmt41:ppk18* ON). These small cells divided only once and arrested the cell cycle in G1 after nitrogen starvation (Figure 1C, *nmt41:ppk18* ON).

The *igo1*∆ *ppa2*∆ or *igo1*∆ *nmt41:pab1* double mutants, which lack the main catalytic subunit of PP2A (Ppa2) or express reduced levels of the B55 regulatory subunit (Pab1) in the presence of thiamine (promoter OFF), respectively, rescued the phenotype of the *igo1*∆ mutant (Figure 1D). Upon nitrogen starvation, the double mutants arrested in G1 displayed phenotypes similar to those of wild type, *ppa2*∆ or *nmt41:pab1 OFF* single mutants ([16]; Figure 1D), suggesting that high levels of PP2A/Pab1 activity are responsible for the inability of the *igo1*∆ mutant to arrest in G1 in response to nitrogen starvation. Interestingly, this phenotype shows similarities to nitrogen-starved autophagy mutants in fission yeast ([19]; Supplementary Figure S1). In conclusion, Greatwall (*ppk18*∆ *cek1*∆), Endosulfine (*igo1*∆), and autophagy mutants (*atg2*∆, *atg5*∆, *atg13*∆, and *atg1802*∆), which block autophagy at different stages, arrest the cell cycle mainly in G2 after a single cell division following nitrogen starvation (Figure 1B,C; Supplementary Figure S1A,B).

### 2.2. TORC1 and Greatwall Protein Kinase Activity Oscillates during Nitrogen Starvation

Nitrogen-starved fission yeast cells rapidly inactivate TORC1. Therefore, Greatwall is activated, promoting the phosphorylation of Igo1 at Ser64, which can be monitored using specific antibodies that recognize the conserved phospho-Ser64 epitope. Figure 2 shows that the levels of phosphorylated Igo1 at Ser64 increased in wild type cells, reaching a maximum in 30 min before decreasing after 4 h of nitrogen starvation. This oscillation in Greatwall activity mirrored TORC1 activity (Figure 2, Rps6-P signal). This result clearly indicates that both TORC1 and Greatwall activity oscillate out of phase during the two cell divisions that occur after nitrogen starvation. The transient reactivation of TORC1 after 4 h of nitrogen starvation could be explained by the generation of recycled nitrogen, mainly amino acids, in the vacuole by autophagy (see Section 2.3, Figure 3). Reactivation of TORC1 inactivated Greatwall (Figure 2, time 4 h). TORC1 reactivation also occurred in mutants lacking Endosulfine (*igo1*∆), but in this case, with a delay of about 4 h (Figure 2, time 8 h). A possible interpretation of this result could be that the onset of autophagy is delayed in the *igo1*∆ mutant compared to the wild type (see Section 2.3, Figure 3). This experiment clearly indicates that in fission yeast, TORC1 and Greatwall protein kinase activities oscillate out of phase during the two cell divisions that precede G1 arrest after nitrogen starvation.

### 2.3. The Greatwall (Ppk18, Cek1 and Ppk31)–Endosulfine (Igo1) Switch Accelerates Autophagic Flux

To test whether the Ppk18, Cek1, and Ppk31-Igo1 switch play a role in the regulation of autophagy, we decided to assess autophagic flux in different mutants of this pathway using the processing of N-terminally-tagged Atg8 with CFP as a readout of autophagy. CFP is resistant to protein degradation in the vacuole, and thus, when autophagy is induced, a free CFP band can be detected with Western blot [20,21,22].

Autophagy was induced by transferring the fission yeast cells from minimal medium (MM) to minimal medium without nitrogen (MM-N) [21,22]. Samples were collected at different times for Western blot analysis. CFP:Atg8 was processed to free CFP in CFP:Atg8 wild type cells after 2–4 h in MM-N (Figure 3, wt). In cells lacking Endosulfine (*igo1*∆), the appearance of the free CFP band was delayed and less intense compared to the wild type (Figure 3, wt vs. *igo1*∆). The intensity of the CFP band in the *igo1*∆ mutant increased with time but did not reach the levels of wild type cells, suggesting that Igo1 is required to promote a normal autophagic flux under nitrogen starvation conditions. As a negative control of autophagy, we used the *atg13*∆ mutant, in which the formation of the Atg1 initiation complex is blocked (Figure 3). The delay in autophagy flux in the *igo1*∆ mutant was also observed in cells expressing Pgk1:GFP (Supplementary Figure S2), which has been used as an alternative readout of autophagy in fission yeast [23].

**Figure 3:**
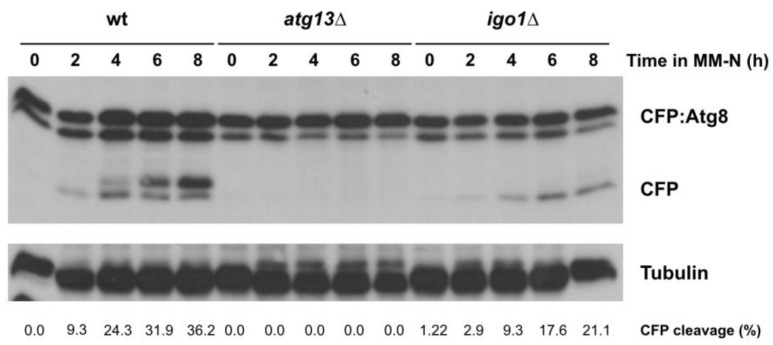
Endosulfine (Igo1) accelerates autophagic flux. Wild type, *atg13*∆, and *igo1*∆ cells expressing CFP:Atg8 were grown in minimal medium at 25 °C until mid-exponential phase and then transferred to nitrogen-free minimal medium (MM-N) for 8 h at 25 °C. Samples were taken at 0, 2, 4, 6, and 8 h in MM-N. Levels of CFP:Atg8 and free CFP were determined using anti-GFP antibodies (Clontech). Tubulin was used as a loading control. The percentage of CFP cleavage is indicated under the gels.

To establish whether Greatwall is also involved in the regulation of autophagy, we assessed the CFP:Atg8 processing in mutants of the fission yeast Greatwall orthologues Ppk18, Cek1, and Ppk31. Ppk18 is the main kinase responsible for Igo1 Ser64 phosphorylation and activation, while Cek1 plays a secondary and redundant role [15], and Ppk31 appears to play no role [16]. When autophagy is induced in these mutants, we could observe that only *ppk18Δ* showed a delay in the appearance of free CFP, a similar but less severe phenotype than the *igo1Δ* mutant (Figure 4A). In the *ppk18Δ cek1Δ* double mutant that completely lacks Greatwall activity [15], we observed a severe reduction in CFP:Atg8 processing comparable to that of *igo1*∆ (Figure 4B). The *cek1Δ ppk31*∆ double mutant also showed a slight delay in the generation of free CFP (Figure 4B). Together, these results suggest that the Greatwall kinases Ppk18 and, to a lesser extent, Cek1 and Ppk31 play a role in nitrogen starvation-induced autophagy.

To determine whether Greatwall activation by itself is capable of inducing autophagy, we monitored autophagy in cells overexpressing *ppk18^+^*. Moderate overexpression of *ppk18^+^* from the *nmt41* promoter generates small cells that show an extended G1 phase ([15]; Figure 1C). Strong overexpression of *ppk18^+^* from the *nmt1* promoter also generates small cells that fail to divide and show a phenotype similar to quiescent cells (Pérez–Hidalgo, unpublished results). Cells overexpressing *ppk18^+^* for up to 46 h in MM showed limited signs of CFP:Atg8 processing (Figure 5, left panel), indicating that strong overexpression of *ppk18^+^* in nitrogen-rich medium is not sufficient to induce autophagy. However, these cells overexpressing *ppk18^+^* for 22 h showed a slight acceleration of the autophagic flux when deprived of nitrogen (Figure 5, middle and right panels), indicating that although Greatwall activation is unable to induce autophagy in nitrogen-rich medium, it can promote an increase in autophagy flux once autophagy is induced by nitrogen starvation. Similar results were obtained when Pgk1:GFP was used as an autophagy readout (Supplementary Figure S3).

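Gene expression in cells overexpressing *ppk18+* was measured by RNAseq in nitrogen-rich medium, with 2 independent cultures of the overexpression strain and 2 of the wild type. In the overexpression strain, GFP-tagged *ppk18+* is expressed from the *nmt1+* promoter, which is shut off by thiamine and turned on when thiamine is removed from the medium. The paper's methods and the treatment protocol of the samples give 20 h of growth in minimal medium (MM) without thiamine, which is used here, although the time label of the samples is 0 h. Ribosomal RNA was depleted with fission yeast probes before stranded libraries were made and sequenced. The authors aligned the reads with HISAT2, counted them per gene with featureCounts, and deposited these counts divided by a DESeq2 size factor for each library. In these libraries, 100% of the normalized counts were whole multiples of a single step, so the read numbers could be recovered. In total, 18600051 and 14612909 reads were counted on genes in wild type replicates 1 and 2, and 16789147 and 18846318 in overexpression replicates 1 and 2. Fold changes were calculated on log2(normalized count + 1) with limma, using a mean-variance trend, for the 5863 of 7001 genes with a mean normalized count of at least 10. The *p*-values were adjusted over these genes by the Benjamini-Hochberg method, and genes with an adjusted *p* below 0.05 were called. The pseudocount of 1 makes the fold changes of weakly expressed genes smaller than their true size. With 2 libraries per strain, the standard errors depend on the spread that limma shares across genes. The paper's text does not name the strand setting used for counting, so that genes overlapping another gene on the opposite strand are uncertain. The normalized count of *ppk18+* (SPAPB18E9.02c) was 4968 ± 1.70 (SD, n = 2) in the wild type and 359073 ± 21109 (SD, n = 2) in the overexpression strain, 72.3-fold higher. Its log2 fold change was 6.17 (standard error 0.077, adjusted *p* = 5.00e-11, limma with Benjamini-Hochberg adjustment). The normalized count of *igo1+* (SPAC10F6.16) rose from 2082 ± 169 to 2650 ± 133 (SD, n = 2 each; log2 fold change of 0.35, adjusted *p* = 0.00223, limma with Benjamini-Hochberg adjustment). That of *cek1+* (SPCC1450.11c) rose from 2907 ± 93.2 to 3801 ± 188 (SD, n = 2 each; log2 fold change of 0.39, adjusted *p* = 0.000436, limma with Benjamini-Hochberg adjustment).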

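The paper describes cells with strong *ppk18+* overexpression as small, unable to divide and similar to quiescent cells. Effects of that state are not separated here from direct effects of the kinase. The overexpression of *ppk18+* changed the level of 3367 of the genes tested, 1735 of them upwards and 1632 downwards. The alternative that moved this number most was the DESeq2 Wald test on the recovered reads, which called 2789 genes, 2781 of which were also called by limma. With edgeR on the same reads, 3384 genes were called. Besides *ppk18+*, the largest rises were those of *mel1+* (SPAC869.07c, log2 fold change of 4.76) and *gpd3+* (SPBC354.12, 3.94). The transcript with the largest fall was *nmt1+* itself (SPCC1223.02), from 266059 ± 14824 in the wild type to 2044 ± 585 (SD, n = 2 each; log2 fold change of -7.05), followed by *dgc1+* (SPAC5H10.01, -4.12). Autophagy-related genes were examined as a list of 28, the genes drawn in Figure 6. In this list, 21 genes were higher in the overexpression strain and 0 were lower, and the same 21 and 0 were found when *p*-values were adjusted over the list alone, which is not independent evidence, since the figure shows the list for these samples. The number was 19 under the DESeq2 test, where *atg11+* and *atg1803+* were not called. The rise exceeded 2-fold in 9 genes. The largest was that of *cpy1+* (SPAC19G12.10c), from 35142 ± 1614 to 91363 ± 5616 (SD, n = 2 each; log2 fold change of 1.38, standard error 0.086, adjusted *p* = 1.42e-06, limma with Benjamini-Hochberg adjustment). The kinase gene *atg1+* (SPCC63.08c) rose from 1250 ± 67.2 to 2876 ± 267 (SD, n = 2 each; log2 fold change of 1.20, standard error 0.076, adjusted *p* = 1.46e-06 in the same test), and *atg43+* (SPAC14C4.01c) from 701 ± 23.0 to 1693 ± 104 (SD, n = 2 each; log2 fold change of 1.27, standard error 0.072, adjusted *p* = 7.28e-07, limma with Benjamini-Hochberg adjustment). The other 6 were *atg2402+* (SPBC1711.11, log2 fold change of 1.31), *atg13+* (SPAC4F10.07c, 1.11), *atg4+* (SPAC19B12.08, 1.07), *atg1801+* (SPAC589.07c, 1.07), *atg20+* (SPCC16A11.08, 1.04) and *atg7+* (SPBC6B1.05c, 1.02). A further 12 genes were called with smaller rises, from 0.19 for *atg11+* (SPAC7D4.04, adjusted *p* = 0.0305, limma with Benjamini-Hochberg adjustment) to 0.89 for *atg17+* (SPAC10F6.11c). These were, besides both, *nbr1+*, *atg1802+*, *atg15+*, *atg14+*, *atg8+*, *atg6+*, *atg22+*, *atg9+*, *atg1803+* and *atg2+*. The genes *atg3+*, *atg16+*, *atg5+*, *atg10+*, *atg12+*, *atg24+* and *atg38+* were not called, and their log2 fold changes lay between -0.09 and 0.22. The median log2 fold change of the 28 genes was 0.70, and stayed between 0.66 and 0.75 when each library was left out in turn. As a set, the 28 genes were higher relative to all other genes (limma camera test with a preset correlation of 0.01, adjusted *p* = 5.12e-08, Benjamini-Hochberg adjustment over the 21 set tests made in both experiments). With an estimated correlation in place of the preset one, the adjusted *p* was 0.0508 and the set was not called, and with the rotation test fry it was 0.000908 (limma, with the same Benjamini-Hochberg adjustment). Adjusted over only the 7 set tests chosen beforehand, the camera test with the estimated correlation gave 0.0363. Its call thus depends on the number of tests adjusted over.

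**Figure D1:**
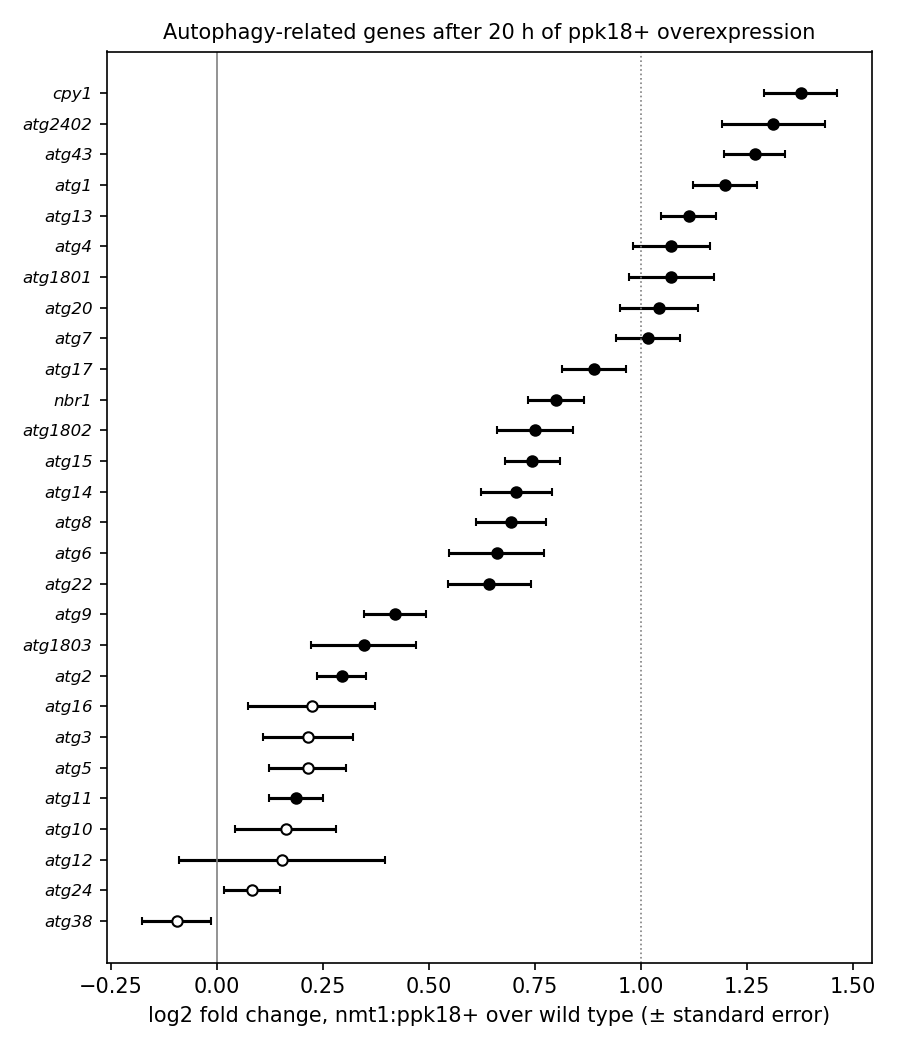
Log2 fold change of each of the 28 autophagy-related genes in cells overexpressing *ppk18+* compared to the wild type (2 cultures each). Points are limma estimates with standard errors, filled for the 21 genes with an adjusted *p* below 0.05 and open for the other 7, and the dotted line marks a 2-fold rise (log2 of 1), which 9 genes exceed.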

Interestingly, *ppk18^+^* overexpression upregulates the expression of a number of autophagy-related genes, including *cpy1^+^*, *atg2402^+^, atg43^+^, atg1^+^*, *atg13^+^, atg1801^+^*, *atg4^+^*, *atg20^+^* and *atg7^+^* (Figure 6A and Supplementary Table S1), indicating that the Greatwall–Endosulfine-PP2A/B55 pathway may be upregulating the expression of a subset of genes encoding proteins involved in autophagy. 

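The response to nitrogen starvation was measured by RNAseq in wild type cells, in *igo1*∆ cells, which lack Endosulfine, and in *ppk18*∆ *cek1*∆ cells, which lack 2 of the 3 Greatwall kinases. Cells growing exponentially in MM (0 h) were washed and transferred to minimal medium without nitrogen (MM-N), and RNA was prepared before the transfer and after 1 h and 4 h. There were 3 independent replicates for each strain and time, 27 libraries in total, made with Ribo-Zero depletion and stranded library preparation. The times of a replicate can come from the same culture, and the fit treated all libraries as independent. This table of normalized counts was scaled by the authors separately from that of the overexpression experiment, so levels are compared only within it. Between 15930850 and 22464897 reads per library (median 18706748) were counted on genes in the wild type in MM, between 16117357 and 19924590 (median 18010225) after 1 h in MM-N and between 15795456 and 19605557 (median 19307254) after 4 h. In *igo1*∆, the numbers were 14921656 to 18030321 (median 16838701) in MM, 17488973 to 21483322 (median 19281857) at 1 h and 15846889 to 18925486 (median 17840917) at 4 h. In *ppk18*∆ *cek1*∆, they were 15971778 to 21223569 (median 17691238) in MM, 17899499 to 19930596 (median 19064147) at 1 h and 16723508 to 18296637 (median 17723215) at 4 h. All 27 libraries were fitted together with a mean for each strain and time, and 6036 genes passed the filter on low counts. In *ppk18*∆ *cek1*∆, the normalized count of *ppk18+* was 4.69% of the wild type in MM (198 ± 21.2 against 4215 ± 384, SD, n = 3 each), 4.26% at 1 h and 3.39% at 4 h. The count of *cek1+* was 2.51% of the wild type in MM (74.7 ± 78.1 against 2978 ± 88.6, SD, n = 3 each), 1.12% at 1 h and 1.90% at 4 h, and the large SD in MM comes from replicate 3, with 165 against 35.6 and 23.9 in the other 2. In *igo1*∆, the transcript of *igo1+* was lower but not lost, at 2061 ± 129 against 3175 ± 156 in MM, 2272 ± 272 against 3072 ± 172 at 1 h and 1529 ± 29.5 against 2711 ± 163 at 4 h (SD, n = 3 each). The reference annotation gives 64.4% of the exon length of *igo1+* as untranslated. The difference was called at each time (adjusted *p* of 3.68e-05 in MM, 1.64e-05 at 1 h and 6.58e-10 at 4 h, limma with Benjamini-Hochberg adjustment).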

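After 1 h in MM-N, 3775 genes differed between *igo1*∆ and the wild type (1969 higher and 1806 lower), and 3572 between *ppk18*∆ *cek1*∆ and the wild type (1839 higher and 1733 lower). After 4 h, these numbers were 4536 (2341 higher and 2195 lower) and 4374 (2271 higher and 2103 lower). With every library scaled to the same total, the share of higher genes among those called at 4 h fell from 51.6% to 37.9% in *igo1*∆ and from 51.9% to 35.4% in *ppk18*∆ *cek1*∆, with medians of all genes of -0.15 and -0.16, and at 1 h in *ppk18*∆ *cek1*∆ it fell from 51.5% to 41.3%. Among the 28 autophagy-related genes, 24 were lower and 1 was higher in *igo1*∆ at 1 h, and 23 were lower and 1 was higher in *ppk18*∆ *cek1*∆, with the same numbers when adjusted over the list alone. The medians of the list were -0.50 in both strains (adjusted *p* of 8.49e-09 and 8.44e-09, limma camera test with Benjamini-Hochberg adjustment over the 21 set tests). The libraries of *igo1*∆ and the wild type did not overlap for 26 of the 28 genes, and those of *ppk18*∆ *cek1*∆ and the wild type for 25, where chance gives 10% with 3 libraries against 3 and the share of all genes without overlap was 67.8% and 64.4%. The largest falls in *igo1*∆ were those of *atg20+*, from 1286 ± 77.2 in the wild type to 605 ± 32.4 (SD, n = 3 each; log2 fold change of -1.08, standard error 0.074, adjusted *p* = 1.69e-11, limma with Benjamini-Hochberg adjustment), of *atg8+* (SPBP8B7.24c), from 1974 ± 114 to 967 ± 28.4 (SD, n = 3 each; log2 fold change of -1.03, standard error 0.054, adjusted *p* = 2.32e-13 in the same test), and of *atg2402+* (log2 fold change of -1.01). These were the only falls over 2-fold, and under quantile normalization, or without wild type replicate 2 at 1 h, that of *atg20+* was the only 1 left. In *ppk18*∆ *cek1*∆, the counts were 645 ± 34.7 for *atg20+* and 988 ± 34.9 for *atg8+* (SD, n = 3 each; log2 fold changes of -0.99 and -1.00, adjusted *p* of 9.80e-11 and 6.00e-13, limma with Benjamini-Hochberg adjustment). *atg10+* (SPAC227.04), *atg3+* (SPBC3B9.06c) and *atg12+* (SPAC1783.06c) were not called in either strain, nor was *cpy1+* in *ppk18*∆ *cek1*∆. With edgeR, *atg3+* was called lower in *igo1*∆, and with every library scaled to the same total, *cpy1+* was called lower in *ppk18*∆ *cek1*∆. The call of *cpy1+* in *igo1*∆ was lost without the filter on low counts and when any of 5 of the 6 libraries was left out. The gene that was higher was *atg38+* (SPBC660.08), with log2 fold changes of 0.20 and 0.24, neither of which was called with every library scaled to the same total. At 4 h, 20 genes of the list were lower in *igo1*∆ (median -0.42, adjusted *p* = 0.00118) and 16 in *ppk18*∆ *cek1*∆ (median -0.35, adjusted *p* = 0.000896, limma camera test with Benjamini-Hochberg adjustment over the 21 set tests), and 3 were higher in each. Adjusted over the list alone, 20 were lower and 5 higher in *igo1*∆, and 16 lower and 3 higher in *ppk18*∆ *cek1*∆. These numbers depend on the scaling. With every library scaled to the same total, 23 were lower and 2 higher in *igo1*∆, and 24 lower and 1 higher in *ppk18*∆ *cek1*∆. The groups did not overlap for 25 and 20 genes of the list, and for 79.9% and 75.3% of all genes. The largest fall was that of *atg22+* (SPAC2G11.13), from 3879 ± 111 in the wild type to 1831 ± 37.1 in *igo1*∆ and 2022 ± 36.4 in *ppk18*∆ *cek1*∆ (SD, n = 3 each; log2 fold changes of -1.08 and -0.94, adjusted *p* of 3.48e-15 and 6.24e-14, limma with Benjamini-Hochberg adjustment), followed by *atg1801+*, from 861 ± 12.9 to 413 ± 23.7 in *igo1*∆ (SD, n = 3 each; log2 fold change of -1.06). The genes that were higher in both were *atg38+* (log2 fold changes of 0.58 and 0.39), *atg3+* (0.42 and 0.30) and *atg24+* (SPAC6F6.12, 0.15 and 0.10). The direction of *atg24+* reversed under quantile normalization and under scaling to the same total, its calls were lost with edgeR and, in *ppk18*∆ *cek1*∆, in 4 of the 6 fits that each left out a library. The call of *atg3+* in *ppk18*∆ *cek1*∆ was lost with every library scaled to the same total. In *ppk18*∆ *cek1*∆ at 4 h, *atg1+* was not called (log2 fold change of -0.27, adjusted *p* = 0.0813, limma with Benjamini-Hochberg adjustment), and its estimate depended on 1 library, ranging from -0.44 without replicate 3 of the mutant to -0.11 without replicate 2. It was called under quantile normalization, under scaling to the same total and with edgeR. The change from MM to MM-N was itself lower than in the wild type for 22 genes of the list in *igo1*∆ at 1 h and 17 at 4 h, and for 22 and 13 in *ppk18*∆ *cek1*∆ (interaction of strain and starvation in limma), and at 4 h it was higher for 4 and 2 genes. With every library scaled to the same total, the number in *ppk18*∆ *cek1*∆ at 4 h was 20 in place of 13. In all genes, the largest falls at 1 h were those of SPAC4H3.03c (log2 fold changes of -3.88 in *igo1*∆ and -3.63 in *ppk18*∆ *cek1*∆), *lsd90+* (SPBC16E9.16c, -2.90 in *igo1*∆) and SPAC3G6.07 (-3.12 in *ppk18*∆ *cek1*∆). The largest rises were those of a long non-coding RNA (3.32 and 2.94), of another in *ppk18*∆ *cek1*∆ (3.11), and of the retrotransposon gene *Tf2-1* (SPAC9.04, 3.70 in *igo1*∆), whose near-identical copies can share reads. At 4 h, the largest falls were those of *mfm1+* (SPAPB8E5.05, -8.47 and -8.18), *ste6+* (SPCC1442.01, -6.25 in *igo1*∆) and *mfm3+* (SPBPJ4664.03, -6.25 in *ppk18*∆ *cek1*∆), and the largest rises those of SPAC977.15 (7.74 and 7.67) and of a long non-coding RNA (7.81 and 6.79). The *mfm* genes and SPAC977.15 belong to families of similar genes between which counting can split reads, and non-coding RNAs can overlap other genes. The 2 mutants had similar changes across the 6036 genes, with Pearson's r of 0.93 at 1 h and 0.97 at 4 h and the same sign in 92.3% and 93.5% of genes. Genes are not independent replicates, and both comparisons use the same wild type libraries, which alone gave an r of 0.50 and the same sign in 66.9% of genes in 20 simulations of unchanged groups. Between *igo1*∆ and *ppk18*∆ *cek1*∆ directly, 16 genes differed at 1 h and 362 at 4 h, with 0 of the 28 genes at either time (1 and 4 at an unadjusted *p* below 0.05).

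**Figure D2:**
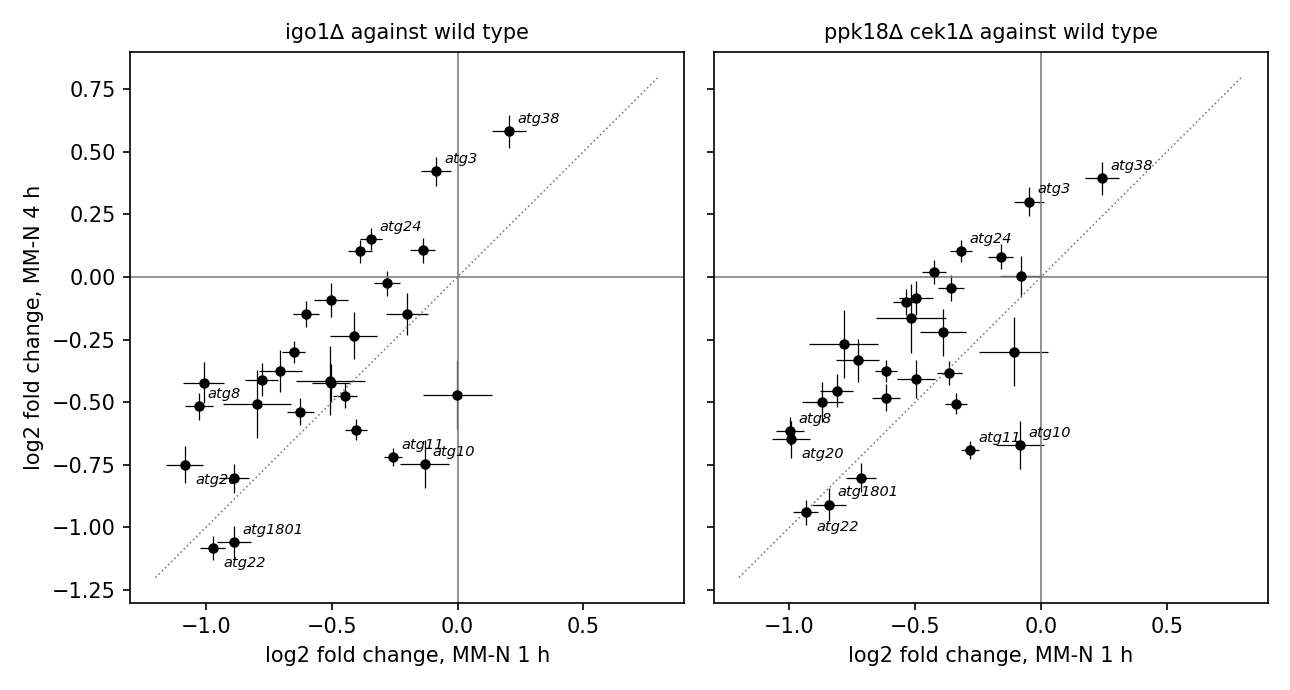
Log2 fold change of each of the 28 autophagy-related genes compared to the wild type after 1 h (horizontal axis) and 4 h (vertical axis) in MM-N, in *igo1*∆ and in *ppk18*∆ *cek1*∆ (3 cultures per strain and time), with standard errors from limma as bars. The dotted line marks an equal change at both times, and *atg38+* lies above 0 on both axes while *atg22+* is the lowest at 4 h in both strains.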

Consistent with this idea, Greatwall (*ppk18*∆ *cek1*∆) and Endosulfine (*igo1*∆) mutants showed a reduction in the expression of autophagy response genes compared to the wild type after 1 h or 4 h of nitrogen starvation (Figure 6B and Supplementary Tables S2 and S3). These results suggest that increased expression of autophagy-related genes through Greatwall activation may precondition the autophagy response to nitrogen starvation.

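Of the 21 autophagy-related genes that were higher with *ppk18+* overexpression in MM, 20 were lower in both deletion strains after 1 h in MM-N, and all 21 rose in the wild type over the same hour. The exception was *cpy1+*, which was called lower in *igo1*∆ alone, and in both with every library scaled to the same total. In the deletions, 23 genes of the list were lower in both strains at 1 h, 16 at 4 h and 15 at both times. Before starvation, in MM, 0 of the 28 genes differed from the wild type in *igo1*∆ and 0 in *ppk18*∆ *cek1*∆, where 2 and 6 had an unadjusted *p* below 0.05, and the medians of the list were -0.07 and -0.03. As a set, the list was not called in MM with camera (adjusted *p* of 0.0529 and 0.0850) and was called lower with fry (adjusted *p* of 0.0152 and 0.0217, limma with Benjamini-Hochberg adjustment over the 21 set tests). Across the 5827 genes tested in both experiments, the change with overexpression was compared with 6 changes of the time course. Spearman's rho was 0.52 with the rise in the wild type at 1 h and 0.62 at 4 h, -0.53 with the difference of either mutant from the wild type at 1 h, and -0.31 (*igo1*∆) and -0.29 (*ppk18*∆ *cek1*∆) at 4 h. Pearson's r was 0.47, 0.58, -0.47 for either mutant at 1 h, and -0.27 for either mutant at 4 h. These are correlations across genes, which are not independent replicates, and no *p*-value is given for them. The list was higher with *ppk18+* overexpression in nitrogen-rich medium and lower in starved *ppk18*∆ *cek1*∆ and *igo1*∆ cells. From this, the paper proposes that the Greatwall–Endosulfine-PP2A/B55 pathway raises the expression of part of the autophagy genes. The paper also proposes that this prepares cells for the autophagy response when nitrogen is removed.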

### 2.4. S6 Kinases Are Negative Regulators of Autophagy

Ppk18 activity is negatively regulated by TORC1 and S6K [15]. In mammalian cells, TORC1 phosphorylates and activates S6 Kinase [24]. In *S. pombe,* three proteins show homology to S6 kinases: Sck1, Sck2, and Psk1 [25]. To test whether S6 kinases regulate autophagy, we examined the processing of CFP:Atg8 in S6 kinase deletion mutants (Figure 7). The *sck1*∆, *sck2Δ,* and *psk1Δ* strains showed more free CFP compared to the wild type strain (Figure 7). This result suggests that the fission yeast S6 kinases negatively modulate autophagic flux, probably by negatively regulating Ppk18 and Cek1 kinase activity.

### 2.5. PP2A/Pab1 Negatively Regulates Nitrogen Starvation-Induced Autophagy

Finally, we tested the possible role of PP2A/B55 in autophagy as the element acting downstream in the pathway. The PP2A/Pab1 phosphatase complex consists of three subunits: the structural subunit Paa1, the catalytic subunits Ppa1 or Ppa2, and the regulatory subunit Pab1. One possible explanation for slow autophagic flux in Greatwall (*ppk18*∆ *cek1*∆) and Endosulfine (*igo1*∆) mutants could be that PP2A/Pab1 activity is not down-regulated during nitrogen starvation in these mutants. High levels of PP2A/B55 activity in nitrogen-starved cells could inhibit autophagy. To test this hypothesis, we reduced the levels of PP2A/Pab1 activity either by repressing *pab1^+^* gene expression, using cells expressing the *pab1^+^* gene from the *nmt41* promoter, or by deleting the *pab1^+^* gene. In both cases, autophagy flux increased slightly (Figure 8A), indicating that PP2A/Pab1 activity inhibits autophagy.

To confirm this result, we deleted the *ppa2^+^* gene, which encodes the main catalytic subunit of PP2A that contributes to 80% of the phosphatase activity [26]. Reduction of PP2A activity in *ppa2*∆ cells also increased autophagy flux (Figure 8B). Furthermore, deletion of *ppa2^+^* rescued the *igo1*∆ phenotype, suggesting that PP2A/Pab1 is acting downstream of Igo1 and that high levels of PP2A/Pab1 are indeed responsible for the inhibition of autophagy in the *igo1*∆ mutant (Figure 8B).

Taken together, these results point to a model in which PP2A/Pab1 protein phosphatase is acting as an inhibitor of nitrogen starvation-induced autophagy.

## 3. Discussion

Induction of autophagy in nitrogen-starved fission yeast cells is required for completion of the last two cell divisions that take place before G1 arrest and entry into quiescence in heterothallic (*h^−^* or *h^+^)* strains [19] and for sexual differentiation followed by mating, meiosis, and sporulation in homothallic (*h*^90^) strains [27]. Here we show that, following nitrogen starvation, TORC1 activity initially decreases before increasing again when nutrients (mainly amino acids) are generated by recycling proteins and organelles by autophagy. This oscillation of TORC1 activity provides enough biosynthetic activity to complete the second cell division prior to cell cycle exit and arrest in G1. In budding yeast and mammalian cells, it has also been shown that recycled nutrients generated by autophagy reactivate TORC1 [28,29].

Our data also indicate that the Greatwall–Endosulfine switch, which is activated in response to nitrogen starvation, increases autophagic flux by down-regulation of PP2A/B55 protein phosphatase activity. Greatwall and Endosulfine mutants show a decreased autophagy rate that is suppressed by reduced PP2A/B55 activity, suggesting that high phosphatase activity inhibits autophagy. Consistent with this idea, mutants of the catalytic and regulatory subunits of the PP2A/B55 protein phosphatase complex (PP2A/Pab1), *ppa2*∆ and *pab1*∆, showed increased autophagic flux compared to the wild type strain. Similarly, in budding yeast, deletion of the phosphatase regulatory subunit, *cdc55*∆, showed increased GFP:Atg8 processing when autophagy was induced during meiosis or by removing nitrogen from the medium [30].

Activation of the Greatwall–Endosulfine switch in nitrogen-rich medium by overexpression of *ppk18^+^*, which reduces PP2A/B55 activity, is not sufficient to induce autophagy. Autophagy initiation in these cells remains dependent on nitrogen starvation because active TORC1, as in budding yeast and animal cells, suppresses autophagy initiation through phosphorylation of Atg13 [12,31]. Phosphorylation of Atg13 reduces its interaction with Atg1 and Atg17-Atg31-Atg29 preventing the formation of the autophagy initiation complex in fission yeast [3,11,32,33,34]. TORC1 also inhibits Greatwall by phosphorylating Sck2 kinase, which in turn phosphorylates and inhibits Greatwall (Ppk18 and Cek1). In nitrogen-poor medium, inactive TORC1 allows dephosphorylation of Atg13 and its interaction with Atg1 and Atg17, resulting in the assembly of autophagosome initiation complex, thereby triggering autophosphorylation and autoactivation of Atg1 and the initiation of autophagy. In a parallel pathway, the inactivation of TORC1 and Sck2 leads to the activation of Greatwall, which in turn promotes the phosphorylation of Endosulfine at serine 64 and inhibition of PP2A/B55. We propose that these two pathways act in parallel, one promoting the initiation of autophagy and the other accelerating the autophagic flux.

In *S. cerevisiae,* Greatwall (Rim15) has been shown to phosphorylate and inactivate Rph1, a conserved transcriptional repressor of autophagy-related genes [35]. Phosphorylation of Rph1 following nitrogen starvation inhibits its activity, whereas overexpression of Rph1 inhibits autophagy induction. Several *atg* genes show an increase in expression level after nitrogen starvation in both fission yeast [36,37] and budding yeast [38], suggesting that transcriptional activation of certain *atg* genes is necessary to support optimal autophagy activity. In this work, we show that overexpression of Greatwall upregulates the expression of *cpy1^+^*, *atg2402^+^, atg43^+^, atg1^+^*, *atg13^+^, atg1801^+^*, *atg4^+^*, *atg20^+^, and atg7^+^*, suggesting that the Greatwall–Endosulfine–PP2A/B55 pathway may increase autophagic flux, at least in part, at the transcriptional level. Similar results have recently been reported indicating that the Sty1 MAPK stress pathway also plays a positive role in regulating autophagy, mainly at the level of transcription [23].

Rim15 also promotes autophagy during meiosis and sporulation, although the molecular mechanism has not been clarified [30]. In *S. cerevisiae*, Endosulfine proteins (Igo1 and Igo2) regulate autophagy during meiosis and sporulation. The double mutant *igo1*∆ *igo2*∆ showed reduced GFP:Atg8 processing when meiosis was induced [30]. Furthermore, Rim15 is required for autophagy induced by the simultaneous inhibition of PKA and Sch9 [20].

In addition to studying the link between autophagy and the Greatwall–Endosulfine–PP2A/B55 (Ppk18,Cek1-Igo1-PP2A/Pab1) pathway, we tested the effect on autophagy of different elements acting upstream and downstream of the pathway. In the presence of nitrogen, the S6 kinase orthologues Sck1, Sck2, and Psk1 are phosphorylated and activated by TORC1, similar to what occurs in mammalian cells. Although in mammalian cells, a relationship between S6K1 and Mastl, a Greatwall orthologue, has not been described, in *S. pombe,* Sck2 negatively regulates Ppk18 [15]. In mammalian cells, mTORC1 inhibits autophagy by phosphorylating the Ulk1/Ulk2 initiation complex, orthologue of Atg1 in yeast. An increase in autophagy has been described with the use of S6K1 inhibitors [39]. On the other hand, it appears that S6K1 might be required for autophagosome maturation when autophagy is induced by serum starvation. A lower level of S6K1 results in an altered autophagic flux in which autophagosomes are accumulated and there is a reduction in the number of lysosomes [40]. Our results point to the S6 kinase orthologues as inhibitors of the autophagic flux, as cells carrying a deletion of *sck2*^+^ or *psk1*^+^, and, to a lesser extent, *sck1*^+^ showed more CFP:Atg8 processing.

## 4. Materials and Methods

### 4.1. Fission Yeast Strains and Methods

The fission yeast strains used in this study are listed in Supplementary Table S4. Fission yeast cells were grown and manipulated genetically according to standard protocols [41]. Genetic crosses were performed on malt extract agar plates. Cells were typically grown overnight in yeast extract supplemented with adenine, leucine, histidine, lysine, and uracil (YES) and then transferred to Edinburgh minimal medium containing 93.5 mM ammonium chloride (MM). Nitrogen starvation experiments were performed by transferring cells to minimal medium without nitrogen (MM-N). Cells were grown to mid-exponential phase, centrifuged, and washed three times in MM-N. Experiments were performed at 25 °C.

For the overexpression of *ppk18+* from the *nmt1*^+^ promoter, cells were grown to mid-exponential phase in MM containing 5 µg/mL thiamine, harvested, washed twice with MM, and grown in fresh MM without thiamine at 25 °C for the times indicated in the figures. The maximum level of *ppk18+* overexpression was reached after 12–14 h of culture in MM.

### 4.2. Strain Construction

A PCR-based strategy was used to insert the GFP tag to express Pgk1 fused to GFP at the *pgk1^+^* genomic locus. Oligonucleotides with 80 bases of homology to the sequence upstream and downstream of the stop codon of the target gene were used to amplify the tag and resistance cassette sequence from plasmid pFA6a-GFP-kanMX6 and pFA6a-GFP-hphMX6. PCR products obtained using High Fidelity DNA polymerase (Roche, Basel, Switzerland) were used to transform a wild type strain *h^−^ 972* (S2726).

### 4.3. Flow Cytometry

Samples of 10^7^ cells were fixed in 70% (*v*/*v*) ethanol and then washed with a solution of 50 mM sodium citrate and resuspended in 0.5 mL of 50 mM of sodium citrate containing 0.1 mg/mL RNase A and incubated overnight at 37 °C. Subsequently, 0.5 mL of 50 mM of sodium citrate containing 4 μg/mL of propidium iodide was added. Cell suspensions were sonicated before analysis in a BD FACSCalibur Flow Cytometer (BD Biosciences, Franklin Lakes, NJ, USA). Analysis was performed using BD Cell Quest ProTM 6.0.3 (BD Biosciences, Franklin Lakes, NJ, USA).

### 4.4. Microscopy

Images were acquired with a Nikon Eclipse 90i microscope coupled to an Orca ER camera and equipped with MetaMorph software (Molecular Devices, San José, CA, USA). Images were processed and assembled with ImageJ software v1.53k.

### 4.5. Protein Extracts & WB

Protein extracts were prepared using trichloroacetic acid (TCA) extraction [42]. For Western blot, between 20–50 µg of total protein extract were run on 8–15% SDS-PAGE, transferred to PVDF Immobilon P membranes (Millipore, Burlington, MA, USA), and probed with rabbit anti-Igo1 (1:200), rabbit anti-P-Ser64-Igo1 (1:1000), rabbit anti-phospho-(Ser/Thr) Akt Substrate for the phosphorylation of Rps6 (1:1500) (Cell Signaling Technology, Danvers, MA, USA), mouse anti-GFP (1:3000) (Clontech, Mountain View, CA, USA, Figure 3, Figure 4, Figure 7 and Figure 8), rat anti-GFP (1:5000) (Chromotek, Planegg, Germany, Figure 5, Figure S2 and Figure S3) and mouse anti-tubulin (1:10,000) (a gift from Dr. Keith Gull, Sir William Dunn School of Pathology, University of Oxford, UK) primary antibodies and, as secondary antibodies, NA 931 (anti-mouse IgG; Amersham, Buckinghamshire, UK), NA 934 (anti-rabbit; Amersham, Buckinghamshire, UK), and PO450 (anti-rat; Dako, Glostrup, Denmark) conjugated to horseradish peroxidase. Immunoblots were developed using Amersham ECL Western Blotting Detection Reagent (GE Healthcare, Chicago, IL, USA) or Clarity Western ECL substrate (Bio-Rad, Hercules, CA, USA). Protein quantification in the Western blots was performed using ImageJ (National Institutes of Health, Bethesda, MD, USA) gel analysis. The percentage of CFP (or GFP) cleavage was calculated by dividing the amount of free CFP (or GFP) by the total amount of CFP plus CFP:Atg8 (or GFP plus Pgk1:GFP).

### 4.6. RNA Extraction, RNA Purification, Library Preparation, and RNAseq

Wild type (S2726), *igo1*∆ (S2727), and *ppk18*∆ *cek1*∆ (S2883) cells were grown to mid-exponential phase, centrifuged and washed three times in MM-N, and cultured in MM-N at 25 °C. Then, 2 × 10^8^ cells were harvested at times 0, 1, and 4 h, washed with cold DEPC-H_2_0, and snap-frozen. RNA extraction was carried out by disrupting the cells with glass beads using RNAeasy Mini kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. RNA quality was evaluated on the Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Library preparation, using the Illumina Ribo Zero and TruSeq Stranded, and subsequent NGS sequencing were performed using Macrogen, Seoul, Republic of Korea.

Wild type (S2726) and cells overexpressing *ppk18^+^* from the *nmt1*^+^ promoter (S3013) were grown in MM without thiamine for 20 h at 25 °C. Then, 2 × 10^8^ cells were harvested, washed with cold DEPC-H_2_O and snap-frozen. RNA extraction was carried out by disrupting the cells with glass beads in TRIzol^®^ Reagent (Invitrogen, Waltham, MA, USA) following the manufacturer’s instructions. Ribosomal RNAs were then depleted from 1.5 µg of total RNA samples using the NEBNext RNA Depletion Core kit (New England Biolabs, Ipswich, MA, USA) and *S. pombe*-specific ribosomal RNA depletion antisense probes. RNA quality and depletion efficiency were evaluated on the Bioanalyzer 2100 (Agilent). Library preparation, using the Illumina TruSeq Stranded Total RNA, and subsequent NGS sequencing were performed using Macrogen.

Sequencing quality was checked with FastQC (v 0.11.8, Babraham Bioinformatics). If necessary, adaptors were trimmed using Trimmomatic (v 0.38) [43]. Alignment was performed with HISAT2 v 2.1.0 (CCB at Johns Hopkins University) [44] using *S. pombe* reference genome from Pombase (downloaded on 30 November 2018). Samtools (v 1.9) and deepTools (v 3.3.0) were used to obtain bigWig files to visualize in IGV (v 2.4.16) and JBrowse (v 1.15.4) browsers. Read counts were obtained with featureCounts (Subread package v 1.6.3, Walter and Eliza Hall Bioinformatics) [45]. DESeq2 (v1.22.2) [46] was used for the differential expression analysis.

## Figures and Tables

**Figure 1:**
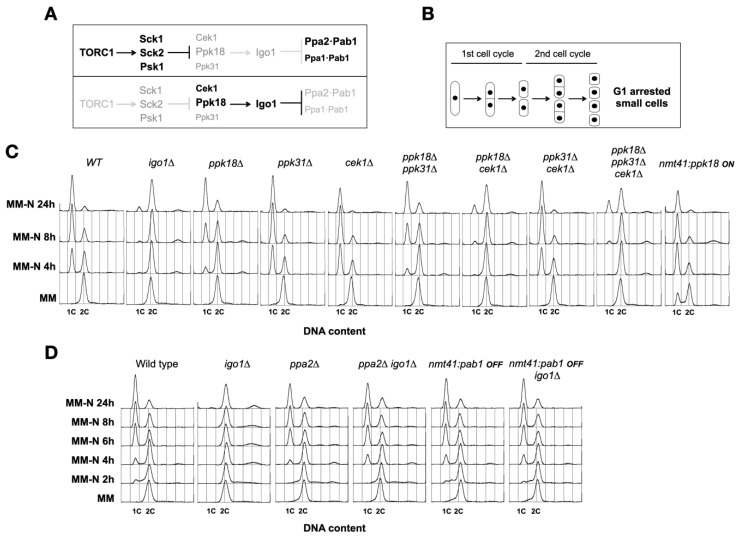
The Greatwall–Endosulfine switch is required for the last two cell divisions preceding G1 arrest in nitrogen-free medium (MM-N). (**A**) Schematic of the Greatwall–Endosulfine–PP2A/B55 pathway in fission yeast in nitrogen-rich media (above) and nitrogen-poor media (below). (**B**) Diagram of the two cell divisions that take place during nitrogen starvation. (**C**) FACS profile showing DNA content (1C and 2C) of wild type, *igo1*∆, *ppk18*∆, *ppk31*∆, *cek1*∆, *ppk18*∆ *ppk31*∆, *ppk18*∆ *cek1*∆, *ppk31*∆ *cek1*∆, *ppk18*∆ *ppk31*∆ *cek1*∆, and *nmt41:ppk18^+^* cells grown in minimal medium (MM) at 25 °C until mid-exponential phase and then transferred to MM-N. (**D**) FACS profile showing DNA content (1C and 2C) of wild type, *igo1*∆, *ppa2*∆, *ppa2*∆ *igo1*∆, *nmt41:pab1^+^, and nmt41:pab1^+^ igo1*∆ cells grown in MM containing thiamine (promoter OFF) at 25 °C until mid-exponential phase and then transferred to MM-N.

**Figure 2:**
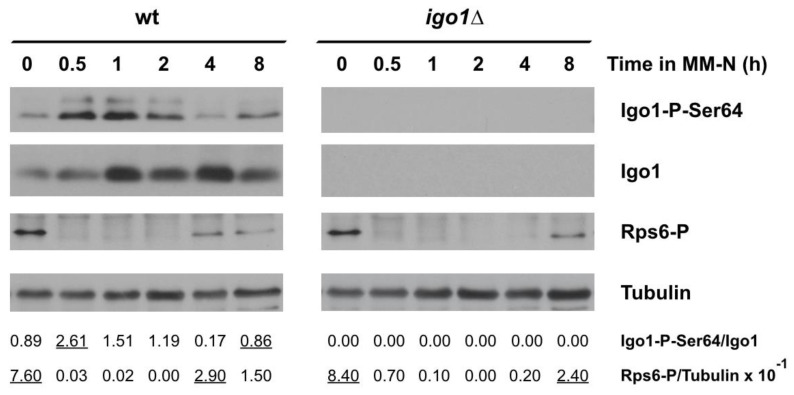
TORC1 and Greatwall activity oscillate out of phase during nitrogen starvation. Wild type and *igo1*∆ cells grown in minimal medium at 25 °C until mid-exponential phase were transferred to nitrogen-free minimal medium (MM-N) for 8 h at 25 °C. Samples were taken at 0, 0.5, 1, 2, 4, and 8 h in MM-N. Greatwall and TORC1 activities were determined using specific anti-phospho-Ser64-Igo1 and anti-Rps6-Ser235/236 antibodies. Igo1 protein levels were determined using anti-Igo1 antibodies. Tubulin was used as a loading control. The Igo1-P/Igo1 and Rps6-P/Tubulin ratios are indicated under the gels. Underlined numbers correspond to the peaks of activity.

**Figure 4:**
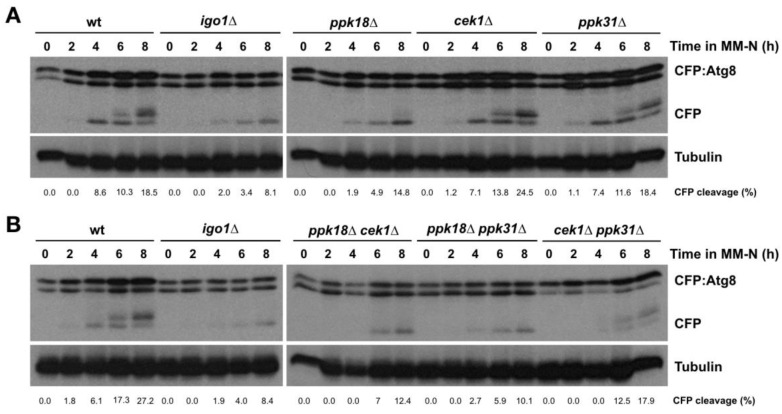
The Greatwall–Endosulfine switch promotes autophagy. (**A**) Wild type, *igo1*∆, *ppk18*∆, *cek1*∆, *and ppk31*∆ cells expressing CFP:Atg8 were grown in minimal medium at 25 °C until mid-exponential phase and then transferred to nitrogen-free minimal medium (MM-N) for 8 h at 25 °C. Samples were taken at 0, 2, 4, 6, and 8 h in MM-N. (**B**) Wild type, *igo1*∆, *ppk18*∆ *cek1*∆, *ppk18*∆ *ppk31*∆, and *cek1*∆ *ppk31*∆ cells expressing CFP:Atg8 were grown in minimal medium at 25 °C until mid-exponential phase and then transferred to nitrogen-free minimal medium (MM-N) for 8 h at 25 °C. Samples were taken at 0, 2, 4, 6, and 8 h in MM-N. CFP:Atg8 and free CFP levels were determined using anti-GFP antibodies (Clontech). Tubulin was used as a loading control. The percentage of CFP cleavage is indicated under the gels.

**Figure 5:**
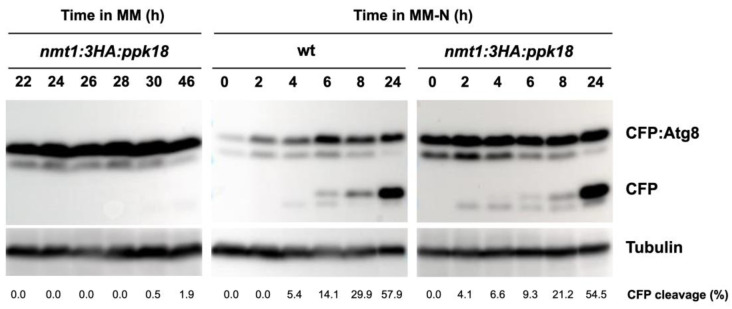
Greatwall overexpression is not sufficient to induce autophagy but slightly accelerates autophagic flux. Wild type and cells expressing *ppk18^+^* under the *nmt1* promoter *(nmt1:3xHA:ppk18^+^*) and CFP:Atg8 were grown in thiamine-containing minimal medium (MM+T, promoter OFF) at 25 °C until mid-exponential phase, and then transferred to thiamine-free minimal medium (MM-T, promoter ON) to induce *ppk18^+^* expression. After 22 h, part of the culture (panels middle and right) was transferred to nitrogen-free minimal medium (MM-N) for 24 h at 25 °C. Samples were taken at 0, 2, 4, 6, 8, and 24 h in MM-N. CFP:Atg8 and free CFP levels were determined using anti-GFP antibodies (Chromotek). Tubulin was used as a loading control. The percentage of CFP cleavage is indicated under the gels.

**Figure 6:**
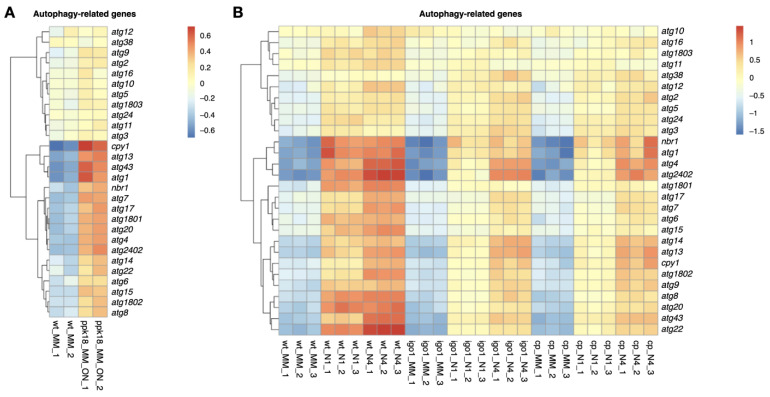
Heat maps of RNA-seq data showing autophagy-related genes induced by the Greatwall–Endosulfine switch. (**A**) Heat map showing autophagy-related genes upregulated by RNAseq after 20 h of Greatwall overexpression (*nmt1:ppk18^+^*) in minimal medium compared to the wild type. Two independent experimental replicates are shown. (**B**) Autophagy-related genes induced by nitrogen starvation in wild type (wt), *igo1*∆ (igo1), and *cek1*∆ *ppk18*∆ (cp) in MM, MM-N 1 h (N1), and MM-N 4 h (N4). Three independent experimental replicates are shown.

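In the wild type, 27 of the 28 genes rose after 1 h in MM-N and all 28 after 4 h, with 0 lower, and the same numbers were found when adjusted over the list alone. The rise exceeded 2-fold in 15 genes at 1 h and 19 at 4 h, and the libraries did not overlap for 27 and 28 genes, where 10% is the share given by chance and 79.1% and 82.4% of all genes did not overlap. The gene not called at 1 h was *atg10+* (log2 fold change of 0.02, adjusted *p* = 0.858, limma with Benjamini-Hochberg adjustment), which was called with every library scaled to the same total. The median rise was 1.04 at 1 h and 1.40 at 4 h (adjusted *p* of 1.50e-09 and 1.16e-10, limma camera test with Benjamini-Hochberg adjustment over the 21 set tests). At 1 h the largest rises were those of *atg1+* (2.37), *atg2402+* (2.35) and *nbr1+* (SPBP35G2.11c, 2.27), and at 4 h those of *atg2402+* (2.83), *atg22+* (2.51) and *atg4+* (2.48). The smallest rise at 4 h was that of *atg38+* (0.36). Starvation changed most genes in the wild type, 4696 at 1 h (2432 higher and 2264 lower) and 4791 at 4 h (2411 higher and 2380 lower). Scaling to the same total brought the median of all genes from 0.04 to 0.47 at 1 h and from 0.01 to 0.47 at 4 h and moved the share of higher genes among those called from 51.8% to 74.2% at 1 h and from 50.3% to 73.6% at 4 h, while the median of the list relative to all genes was 1.00 and 1.40. In all genes, the largest rises were those of SPAC869.04 (log2 fold changes of 10.00 at 1 h and 12.098 at 4 h) and SPAC869.03c (8.96 and 11.83), and the largest falls those of *met17+* (SPBC428.11, -5.64 at 1 h), *rpp203+* (SPAC1071.08, -5.50 and -5.36) and SPBC1652.02 (-6.13 at 4 h). Reads of the SPAC869 genes can be shared with similar genes. The response of the whole list was followed as the median, over the 28 genes, of the log2 change of each library from the mean of the wild type in MM. In the wild type it was 1.04 ± 0.070 (SD, n = 3) at 1 h and 1.39 ± 0.058 at 4 h. It was 0.64 ± 0.023 and 1.02 ± 0.014 in *igo1*∆, and 0.67 ± 0.024 and 0.99 ± 0.030 in *ppk18*∆ *cek1*∆ (SD, n = 3 each). At each time, the lowest wild type library (0.96 and 1.32) lay above the highest library of either mutant (0.70 and 1.03). In MM, *igo1*∆ was at -0.06 ± 0.020 and *ppk18*∆ *cek1*∆ at -0.04 ± 0.032 (SD, n = 3 each). Most genes of the list still rose in the mutants, 26 of 28 in each mutant at each time, and *atg10+* fell in *igo1*∆ at both. For the genes that rose over 2-fold in the wild type, the rise in a mutant was divided by that of the wild type, and the median of this share, for the 15 and 19 such genes of the list, was 0.614 at 1 h and 0.773 at 4 h in *igo1*∆ (SD between the replicates of the mutant of 0.043 and 0.022, n = 3 each). In *ppk18*∆ *cek1*∆ it was 0.643 and 0.813 (SD of 0.044 and 0.019, n = 3 each). These shares were lower than the medians of all other genes induced over 2-fold, 0.866 and 0.917 in *igo1*∆ and 0.844 and 0.945 in *ppk18*∆ *cek1*∆, but each lay within the middle 95% of 10000 random sets of other induced genes matched for wild type rise and expression.

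**Figure D3:**
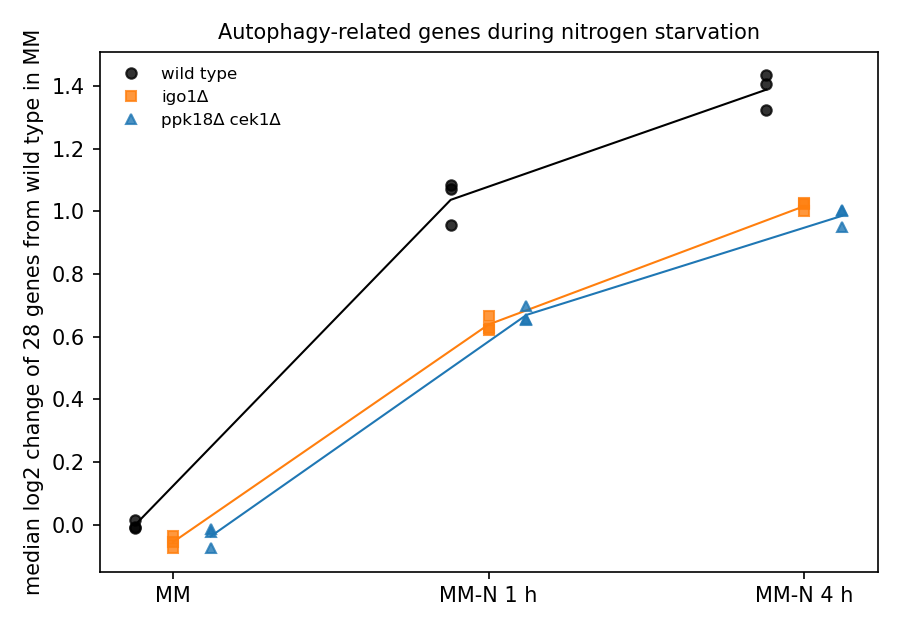
Median log2 change of the 28 autophagy-related genes from the mean of the wild type in MM, for each library (points) of the wild type, *igo1*∆ and *ppk18*∆ *cek1*∆ in MM and after 1 h and 4 h in MM-N. Lines join the means of the 3 cultures, and at 1 h and 4 h every wild type library lies above every library of the mutants.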

**Figure 7:**
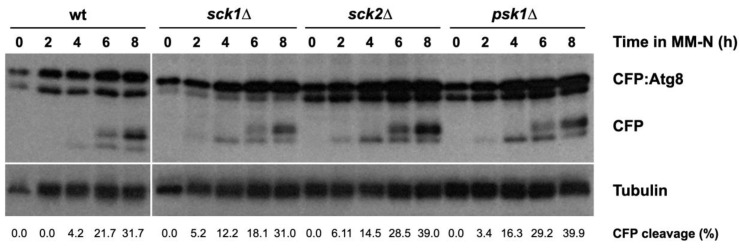
S6 kinases modulate autophagy. Wild type, *sck1*∆, *sck2*∆, and *psk1*∆ cells expressing CFP:Atg8 were grown in minimal medium at 25 °C until mid-exponential phase and then transferred to nitrogen-free minimal medium (MM-N) for 8 h at 25 °C. Samples were taken at 0, 2, 4, 6, and 8 h in MM-N. CFP:Atg8 and free CFP levels were determined using anti-GFP antibodies (Clontech). Tubulin was used as a loading control. The percentage of CFP cleavage is indicated under the gels.

**Figure 8:**
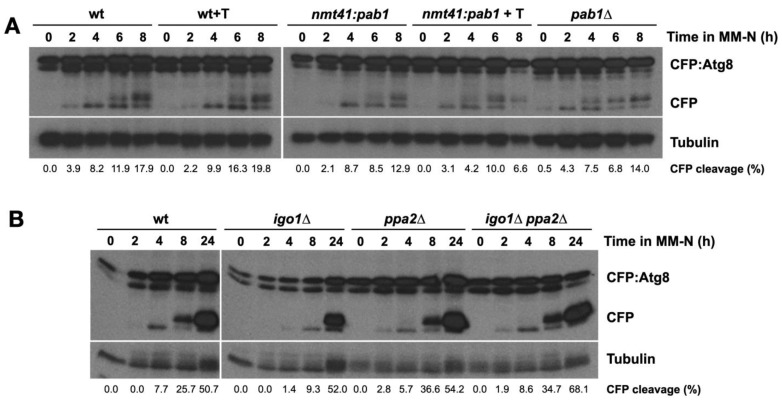
PP2A/B55 negatively regulates nitrogen starvation-induced autophagy. (**A**) Wild type, *nmt41:pab1^+^* cells, grown in minimal medium with (+T) or without thiamine at 25 °C, and *pab1*∆ cells grown until mid-exponential phase were transferred to nitrogen-free minimal medium (MM-N) for 8 h at 25 °C. Samples were collected at 0, 2, 4, 6, and 8 h in MM-N. CFP:Atg8 and free CFP levels were determined using anti-GFP antibodies (Clontech). Tubulin was used as a loading control. (**B**) Wild type, *igo1*∆, *ppa2*∆, and *igo1*∆ *ppa2*∆ cells grown in minimal medium at 25 °C until mid-exponential phase were transferred to nitrogen-free minimal medium (MM-N) for 24 h at 25 °C. Samples were collected at 0, 2, 4, 8, and 24 h in MM-N. CFP:Atg8 and free CFP levels were determined using anti-GFP antibodies (Clontech). Tubulin was used as a loading control. The percentage of CFP cleavage is indicated under the gels.

## Data Availability

The RNAseq data in this study have been deposited in the GEO database with the following accession number: GSE217398.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24010148/s1.

# Supplementary material for: The Greatwall–Endosulfine Switch Accelerates Autophagic Flux during the Cell Divisions Leading to G1 Arrest and Entry into Quiescence in Fission Yeast
**Source:** Int J Mol Sci. 2022 Dec 21;24(1):148. doi: 10.3390/ijms24010148
**Supplement:** Supplementary file 1

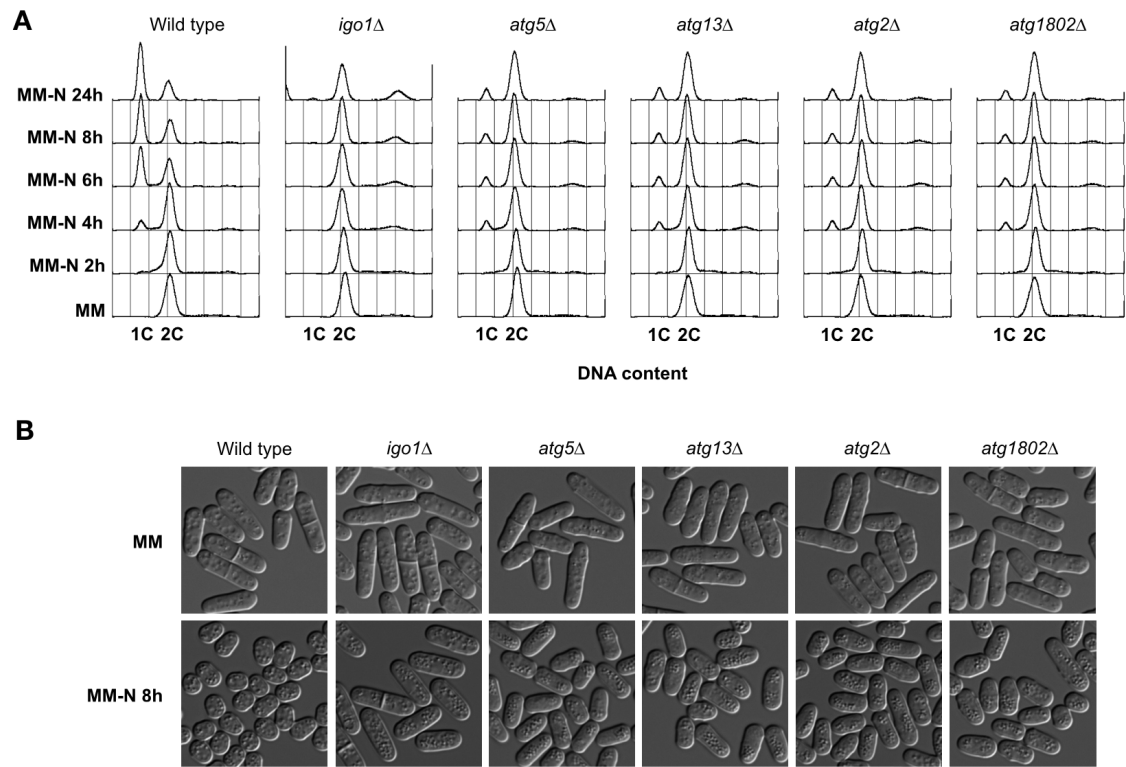

**Supplementary Figure S1. Autophagy-related genes are required for the last two cell divisions preceding G1 arrest after nitrogen starvation. A)** Flow cytometry analysis of wild type, *igo1*Δ, *atg5*Δ, *atg13*Δ, *atg2*Δ and *atg1802*Δ grown at 25°C in minimal medium (MM) and after 2, 4, 6, 8 and 24 hours in nitrogen-free minimal medium (MM-N). **B)** Representative Nomarski images of the cells grown at 25°C in MM and after 8 hours in MM-N. Scale bar 10 μM.

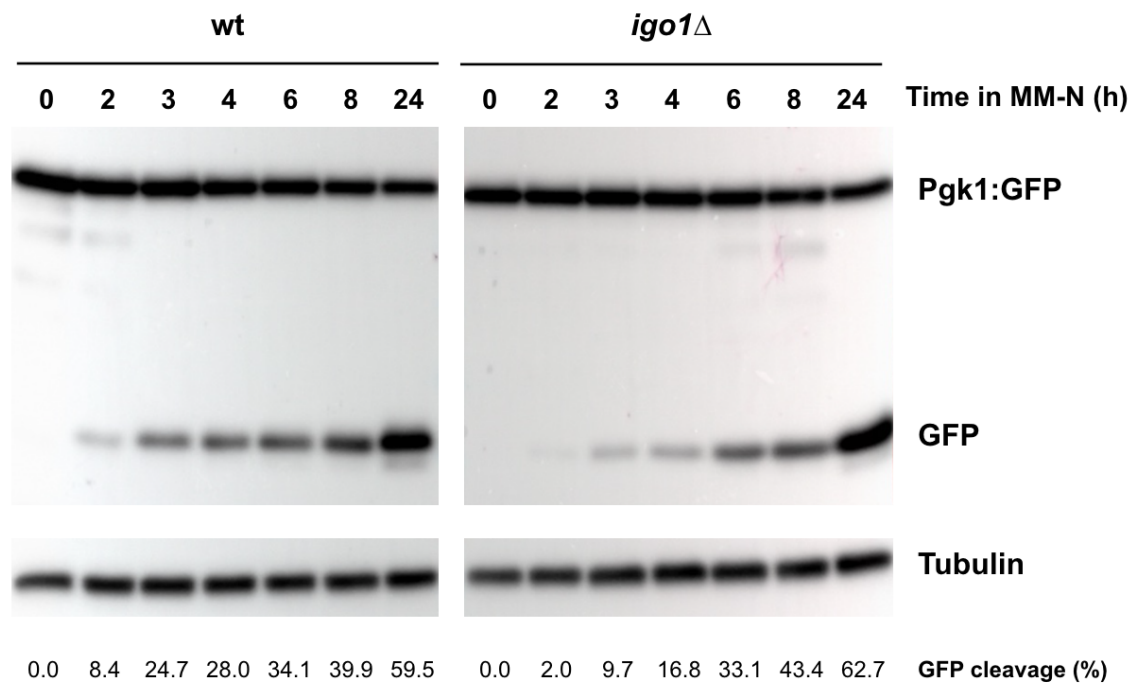

**Supplementary Figure S 2. Endosulfine accelerates autophagic flux.** Wild type and *igo1* $\Delta$  cells expressing *pgk1:GFP* were grown in minimal medium at 25°C until mid-exponential phase and then transferred to nitrogen-deprived minimal medium (MM-N) for 24 hours at 25°C. Samples were taken at 0, 2, 4, 6, 8 and 24 hours in MM-N. Pgk1:GFP and free GFP levels were determined using anti-GFP antibodies (Chromotek). Tubulin was used as a loading control. The percentage of GFP cleavage is indicated under the gels.

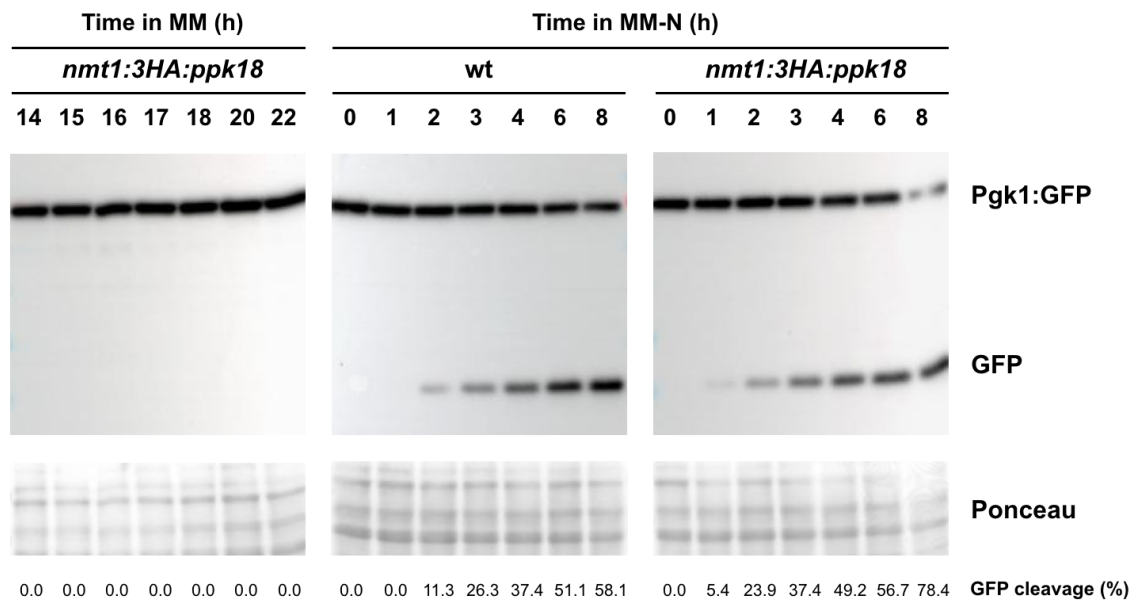

**Supplementary Figure S3. Overexpression of Greatwall accelerates autophagic flux.** Wild type and cells expressing *ppk18*<sup>+</sup> under the *nmt1* promoter (*nmt1:3xHA:ppk18*<sup>+</sup>) expressing Pgk1:GFP grown in minimal medium with thiamine at 25°C until mid-exponential phase were transferred to minimal medium without thiamine to induce the expression of *ppk18*<sup>+</sup>. After 14 hours at 25°C, part of the cultures (panels middle and right) was transferred to nitrogen-free minimal medium (MM-N) for 8 hours at 25°C. Samples were taken at 14, 15, 16, 17, 18, 20 and 22 hours in MM and at 0, 1, 2, 3, 4, 6 and 8 hours in MM-N. Pgk1:GFP and free GFP levels were determined using anti-GFP antibodies (Chromotek). Ponceau staining was used as a loading control. The percentage of GFP cleavage is indicated under the gels.

**Supplementary Table S1.** Autophagy-related coding genes upregulated in *nmt1:ppk18<sup>+</sup>* ON compared to the wild type. In **red** genes upregulated more than two-fold.

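The columns of Supplementary Tables S1 to S3 have the form of DESeq2 output, namely the mean normalized count of each gene over the libraries fitted, its log2 fold change with the standard error, the Wald statistic that divides them, the *p*-value and the adjusted *p*-value. The adjusted values in these tables equal a Benjamini-Hochberg adjustment over the 28 genes of the list, not over all genes. For Table S1, the deposited counts gave a log2 fold change of 0.80 for *nbr1+* (standard error 0.066, adjusted *p* = 7.37e-06, limma with Benjamini-Hochberg adjustment over all genes), where the paper's reported value is 0.8 with a standard error of 0.09. For *atg15+* (SPAC23C4.16c) it was 0.74 against the paper's 0.75, and for *atg9+* (SPBC15D4.07c) 0.42 against the paper's 0.42. The paper lists 19 genes in this table, all with a positive value.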

| systematic    | baseMean | log2FoldChange | lfcSE | stat  | pvalue   | padj     | synonyms       |
|---------------|----------|----------------|-------|-------|----------|----------|----------------|
| SPAC19G12.10c | 63252.27 | 1.38           | 0.07  | 19.05 | 6.50E-81 | 1.82E-79 | <i>cpy1</i>    |
| SPBC1711.11   | 236.88   | 1.32           | 0.20  | 6.71  | 1.94E-11 | 4.53E-11 | <i>atg2402</i> |
| SPAC14C4.01c  | 1197.06  | 1.27           | 0.11  | 11.91 | 1.00E-32 | 9.35E-32 | <i>atg43</i>   |
| SPCC63.08c    | 2062.86  | 1.20           | 0.10  | 12.18 | 4.15E-34 | 5.81E-33 | <i>atg1</i>    |
| SPAC4F10.07c  | 1458.14  | 1.12           | 0.10  | 11.37 | 5.66E-30 | 3.96E-29 | <i>atg13</i>   |
| SPAC589.07c   | 384.72   | 1.08           | 0.16  | 6.82  | 9.22E-12 | 2.35E-11 | <i>atg1801</i> |
| SPAC19B12.08  | 443.94   | 1.08           | 0.15  | 7.29  | 3.13E-13 | 1.10E-12 | <i>atg4</i>    |
| SPCC16A11.08  | 463.94   | 1.05           | 0.15  | 7.19  | 6.71E-13 | 2.09E-12 | <i>atg20</i>   |
| SPBC6B1.05c   | 752.16   | 1.02           | 0.12  | 8.50  | 1.93E-17 | 9.01E-17 | <i>atg7</i>    |
| SPAC10F6.11c  | 1121.62  | 0.89           | 0.11  | 8.20  | 2.48E-16 | 9.91E-16 | <i>atg17</i>   |
| SPBP35G2.11c  | 1981.79  | 0.80           | 0.09  | 8.59  | 8.34E-18 | 4.67E-17 | <i>nbr1</i>    |
| SPAC823.16c   | 478.93   | 0.76           | 0.14  | 5.28  | 1.27E-07 | 2.37E-07 | <i>atg1802</i> |
| SPAC23C4.16c  | 1095.84  | 0.75           | 0.10  | 7.15  | 8.71E-13 | 2.44E-12 | <i>atg15</i>   |
| SPAC25A8.02   | 746.90   | 0.70           | 0.12  | 5.70  | 1.18E-08 | 2.54E-08 | <i>atg14</i>   |
| SPBP8B7.24c   | 697.72   | 0.70           | 0.13  | 5.56  | 2.64E-08 | 5.27E-08 | <i>atg8</i>    |
| SPAC20G8.10c  | 298.39   | 0.66           | 0.17  | 3.80  | 0.0001   | 0.0002   | <i>atg6</i>    |
| SPAC2G11.13   | 789.80   | 0.64           | 0.13  | 4.96  | 6.90E-07 | 1.21E-06 | <i>atg22</i>   |
| SPBC15D4.07c  | 888.23   | 0.42           | 0.11  | 3.73  | 0.0002   | 0.0003   | <i>atg9</i>    |
| SPBC31E1.01c  | 2168.06  | 0.30           | 0.09  | 3.42  | 0.0006   | 0.0009   | <i>atg2</i>    |

**Supplementary Table S2.** Autophagy-related coding genes downregulated in *igo1Δ* compared to the wild type in MM-N 1h. In **red** genes downregulated more than two-fold.

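In Table S2, the paper lists 25 genes, 24 with a negative and 1 with a positive log2 fold change, the positive one being that of *atg38+*. From the deposited counts, *atg15+* had a log2 fold change of -0.89 in *igo1*∆ at 1 h (standard error 0.059, adjusted *p* = 1.19e-11, limma with Benjamini-Hochberg adjustment), where the paper's reported value is -0.89, and *atg6+* (SPAC20G8.10c) -0.78, where the paper's is -0.78. Of the 68 values that the paper gives in Tables S1 to S3, the one farthest from that obtained here was for *atg1+* in *igo1*∆, -0.80 here and -0.81 in the paper. The median absolute difference over the 68 values was 0.00236.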

| systematic    | baseMean | log2FoldChange | lfcSE | stat   | pvalue   | padj     | synonyms |
|---------------|----------|----------------|-------|--------|----------|----------|----------|
| SPBC660.08    | 1642.86  | 0.20           | 0.07  | 2.90   | 0.0038   | 0.0046   | atg38    |
| SPBC31E1.01c  | 2685.31  | -0.14          | 0.05  | -2.63  | 0.0086   | 0.0097   | atg2     |
| SPAC19G12.10c | 95221.26 | -0.20          | 0.07  | -2.71  | 0.0067   | 0.0078   | cpy1     |
| SPAC7D4.04    | 2772.77  | -0.26          | 0.04  | -6.68  | 2.39E-11 | 3.94E-11 | atg11    |
| SPBC4B4.10c   | 622.41   | -0.28          | 0.06  | -4.61  | 4.06E-06 | 5.68E-06 | atg5     |
| SPAC6F6.12    | 2299.97  | -0.34          | 0.04  | -7.63  | 2.39E-14 | 4.78E-14 | atg24    |
| SPAC25A8.02   | 1088.91  | -0.39          | 0.05  | -7.15  | 8.38E-13 | 1.57E-12 | atg14    |
| SPAC14C4.01c  | 2507.19  | -0.40          | 0.04  | -9.40  | 5.43E-21 | 1.38E-20 | atg43    |
| SPBC405.05    | 290.83   | -0.41          | 0.10  | -4.05  | 5.05E-05 | 6.74E-05 | atg16    |
| SPAC823.16c   | 790.15   | -0.45          | 0.06  | -7.84  | 4.45E-15 | 9.58E-15 | atg1802  |
| SPBP35G2.11c  | 2556.03  | -0.50          | 0.14  | -3.68  | 0.0002   | 0.0003   | nbr1     |
| SPAC4F10.07c  | 2233.62  | -0.51          | 0.07  | -7.02  | 2.19E-12 | 3.83E-12 | atg13    |
| SPAC458.06    | 342.94   | -0.51          | 0.08  | -6.02  | 1.75E-09 | 2.72E-09 | atg1803  |
| SPBC15D4.07c  | 1238.49  | -0.60          | 0.06  | -10.82 | 2.64E-27 | 7.38E-27 | atg9     |
| SPBC6B1.05c   | 1318.21  | -0.62          | 0.06  | -11.11 | 1.11E-28 | 3.46E-28 | atg7     |
| SPAC10F6.11c  | 1464.91  | -0.65          | 0.05  | -13.99 | 1.70E-44 | 9.53E-44 | atg17    |
| SPAC19B12.08  | 865.42   | -0.70          | 0.08  | -8.29  | 1.14E-16 | 2.65E-16 | atg4     |
| SPAC20G8.10c  | 443.82   | -0.78          | 0.07  | -11.11 | 1.11E-28 | 3.46E-28 | atg6     |
| SPCC63.08c    | 3165.31  | -0.81          | 0.13  | -5.99  | 2.07E-09 | 3.06E-09 | atg1     |
| SPAC23C4.16c  | 1709.38  | -0.89          | 0.06  | -14.16 | 1.63E-45 | 1.14E-44 | atg15    |
| SPAC589.07c   | 462.59   | -0.89          | 0.07  | -12.42 | 1.96E-35 | 7.85E-35 | atg1801  |
| SPAC2G11.13   | 1717.04  | -0.97          | 0.05  | -19.05 | 6.72E-81 | 1.88E-79 | atg22    |
| SPBC1711.11   | 580.25   | -1.00          | 0.08  | -13.13 | 2.18E-39 | 1.02E-38 | atg2402  |
| SPBP8B7.24c   | 1194.86  | -1.03          | 0.06  | -17.69 | 5.47E-70 | 7.66E-69 | atg8     |
| SPCC16A11.08  | 716.47   | -1.08          | 0.07  | -15.00 | 7.40E-51 | 6.90E-50 | atg20    |

**Supplementary Table S3.** Autophagy-related coding genes downregulated in *ppk18Δ cek1Δ* compared to the wild type in MM-N 1h.

| systematic   | baseMean  | log2FoldChange | lfcSE  | stat     | pvalue   | padj     | synonyms |
|--------------|-----------|----------------|--------|----------|----------|----------|----------|
| SPBC660.08   | 1642.8595 | 0.2411         | 0.0705 | 3.4204   | 0.0006   | 0.0008   | atg38    |
| SPBC31E1.01c | 2685.3116 | -0.1598        | 0.0526 | -3.0396  | 0.0024   | 0.0028   | atg2     |
| SPAC7D4.04   | 2772.7651 | -0.2813        | 0.0385 | -7.3053  | 2.77E-13 | 5.53E-13 | atg11    |
| SPAC6F6.12   | 2299.9662 | -0.3178        | 0.0450 | -7.0631  | 1.63E-12 | 3.04E-12 | atg24    |
| SPAC14C4.01c | 2507.1859 | -0.3349        | 0.0430 | -7.7823  | 7.12E-15 | 1.53E-14 | atg43    |
| SPBC4B4.10c  | 622.4129  | -0.3584        | 0.0611 | -5.8698  | 4.36E-09 | 6.43E-09 | atg5     |
| SPAC823.16c  | 790.1464  | -0.3635        | 0.0570 | -6.3720  | 1.87E-10 | 3.07E-10 | atg1802  |
| SPBC405.05   | 290.8314  | -0.3794        | 0.1012 | -3.7487  | 0.0002   | 0.0002   | atg16    |
| SPAC25A8.02  | 1088.9127 | -0.4269        | 0.0542 | -7.8746  | 3.42E-15 | 7.98E-15 | atg14    |
| SPAC4F10.07c | 2233.6229 | -0.4960        | 0.0721 | -6.8778  | 6.08E-12 | 1.06E-11 | atg13    |
| SPAC458.06   | 342.9437  | -0.5006        | 0.0849 | -5.8966  | 3.71E-09 | 5.77E-09 | atg1803  |
| SPBP35G2.11c | 2556.0320 | -0.5170        | 0.1368 | -3.7794  | 0.0002   | 0.0002   | nbr1     |
| SPBC15D4.07c | 1238.4939 | -0.5371        | 0.0556 | -9.6630  | 4.33E-22 | 1.21E-21 | atg9     |
| SPBC6B1.05c  | 1318.2146 | -0.6160        | 0.0564 | -10.9256 | 8.69E-28 | 2.70E-27 | atg7     |
| SPAC10F6.11c | 1464.9122 | -0.6171        | 0.0467 | -13.2141 | 7.27E-40 | 5.09E-39 | atg17    |
| SPAC23C4.16c | 1709.3795 | -0.7155        | 0.0626 | -11.4374 | 2.72E-30 | 9.52E-30 | atg15    |
| SPAC19B12.08 | 865.4175  | -0.7301        | 0.0849 | -8.6015  | 7.87E-18 | 2.00E-17 | atg4     |
| SPCC63.08c   | 3165.3128 | -0.7817        | 0.1346 | -5.8070  | 6.36E-09 | 8.90E-09 | atg1     |
| SPAC20G8.10c | 443.8231  | -0.8146        | 0.0711 | -11.4657 | 1.96E-30 | 8.39E-30 | atg6     |
| SPAC589.07c  | 462.5883  | -0.8433        | 0.0717 | -11.7552 | 6.64E-32 | 3.72E-31 | atg1801  |
| SPBC1711.11  | 580.2515  | -0.8702        | 0.0759 | -11.4599 | 2.10E-30 | 8.39E-30 | atg2402  |
| SPAC2G11.13  | 1717.0446 | -0.9295        | 0.0511 | -18.1928 | 5.89E-74 | 1.65E-72 | atg22    |
| SPCC16A11.08 | 716.4699  | -0.9931        | 0.0722 | -13.7621 | 4.31E-43 | 4.02E-42 | atg20    |
| SPBP8B7.24c  | 1194.8589 | -0.9976        | 0.0583 | -17.1238 | 9.86E-66 | 1.38E-64 | atg8     |

**Supplementary Table S4.** Strains used in this work.

| Strain | Genotype                                                                                   | Source           |
|--------|--------------------------------------------------------------------------------------------|------------------|
| S2337  | <i>h<sup>+</sup> ppa2::natMX6</i>                                                          | S. Moreno        |
| S2338  | <i>h<sup>+</sup> igo1::kanMX6 ppa2::natMX6</i>                                             | S. Moreno        |
| S2341  | <i>h<sup>-</sup> ppk18::kanMX6</i>                                                         | S. Moreno        |
| S2392  | <i>h<sup>-</sup> kanMX6:P41nmt1:GFP:ppk18<sup>+</sup></i>                                  | S. Moreno        |
| S2431  | <i>h<sup>+</sup> kanMX6:P41nmt1:GST:pab1<sup>+</sup></i>                                   | S. Moreno        |
| S2432  | <i>h<sup>+</sup> igo1::kanMX6 kanMX6:P41nmt1:GST:pab1<sup>+</sup></i>                      | S. Moreno        |
| S2641  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> leu1-32</i>                                     | Li-Lin Du DY3510 |
| S2726  | <i>h<sup>-</sup> 972</i>                                                                   | S. Moreno        |
| S2727  | <i>h<sup>-</sup> igo1::kanMX6</i>                                                          | S. Moreno        |
| S2876  | <i>h<sup>-</sup> ppk31::hphMX6</i>                                                         | S. Moreno        |
| S2878  | <i>h<sup>-</sup> cek1::natMX6</i>                                                          | S. Moreno        |
| S2881  | <i>h<sup>-</sup> ppk18::kanMX6 ppk31::hphMX6</i>                                           | S. Moreno        |
| S2883  | <i>h<sup>-</sup> ppk18::kanMX6 cek1::natMX6</i>                                            | S. Moreno        |
| S2884  | <i>h<sup>-</sup> ppk31::hphMX6 cek1::natMX6</i>                                            | S. Moreno        |
| S2885  | <i>h<sup>-</sup> ppk18::kanMX6 ppk31::hphMX6 cek1::natMX6</i>                              | S. Moreno        |
| S2980  | <i>h<sup>-</sup> atg2::kanMX6</i>                                                          | S. Moreno        |
| S2981  | <i>h<sup>-</sup> atg13::kanMX6</i>                                                         | S. Moreno        |
| S2982  | <i>h<sup>-</sup> atg5::kanMX6</i>                                                          | S. Moreno        |
| S2983  | <i>h<sup>-</sup> atg1802::kanMX6</i>                                                       | S. Moreno        |
| S2984  | <i>h<sup>-</sup> pgk1:L:GFP:kanMX6</i>                                                     | This work        |
| S2985  | <i>h<sup>-</sup> pgk1:L:GFP:hphMX6</i>                                                     | This work        |
| S2986  | <i>h<sup>-</sup> pgk1:L:GFP:kanMX6 igo1::natMX6</i>                                        | This work        |
| S2987  | <i>h<sup>-</sup> pgk1:L:GFP:hphMX6 kanMX6:P3nmt1:3HA:ppk18<sup>+</sup></i>                 | This work        |
| S2988  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> kanMX6:P3nmt1:3HA:ppk18<sup>+</sup> leu1-32</i> | This work        |
| S2999  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> igo1::kanMX6 leu1-32</i>                        | This work        |
| S3000  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> ppa2::kanMX6 leu1-32</i>                        | This work        |
| S3001  | <i>h<sup>+</sup> CFP:atg8:leu1<sup>+</sup> igo1::natMX6 ppa2::kanMX6 leu1-32</i>           | This work        |
| S3002  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> pab1::kanMX6 leu1-32</i>                        | This work        |
| S3003  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> kanMX6:P41nmt1:GST:pab1<sup>+</sup> leu1-32</i> | This work        |
| S3004  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> ppk18::kanMX6 leu1-32</i>                       | This work        |
| S3005  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> cek1::natMX6 leu1-32</i>                        | This work        |
| S3006  | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> ppk18::kanMX6 cek1::natMX6 leu1-32</i>          | This work        |

|       |                                                                                    |           |
|-------|------------------------------------------------------------------------------------|-----------|
| S3007 | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> sck1::kanMX4 leu1-32</i>                | This work |
| S3008 | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> sck2::natMX6 leu1-32</i>                | This work |
| S3009 | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> psk1::kanMX4 leu1-32</i>                | This work |
| S3012 | <i>h<sup>90</sup> CFP:atg8:leu1<sup>+</sup> atg13::kanMX6 leu1-32</i>              | This work |
| S3013 | <i>h<sup>-</sup> kanMX6:P3nmt1:GFP:ppk18<sup>+</sup></i>                           | S. Moreno |
| S3021 | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> ppk31::hphMX6 leu1-32</i>               | This work |
| S3022 | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> ppk18::kanMX6 ppk31::hphMX6 leu1-32</i> | This work |
| S3023 | <i>h<sup>-</sup> CFP:atg8:leu1<sup>+</sup> cek1::natMX6 ppk31::hphMX6 leu1-32</i>  | This work |

How the deposited data were processed for this re-analysis (not part of the article)

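RNAseq libraries of fission yeast from 2 experiments were used: a *ppk18+* overexpression experiment (2 libraries of the overexpression strain and 2 of the wild type) and a nitrogen starvation time course (27 libraries, 3 for each of wild type, *igo1*∆ and *ppk18*∆ *cek1*∆ in MM and after 1 h and 4 h in MM-N). Samples were assigned to groups from their labels and the paper's methods. The time label of the overexpression samples is 0 h, while their treatment protocol and the paper both give 20 h without thiamine, which was used. The labels call the deletion strains knockdowns, and the genotypes are those of deletions.

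The signal values in both tables are counts of reads per gene made by the authors with HISAT2 and featureCounts, which the authors then divided by a DESeq2 size factor per library before they were deposited. In each table, 100% of the values were whole multiples of a step for each library, from which whole reads were recovered. The 2 tables were normalized separately, and tests were made only within each. Each holds 7001 genes, of which 6852 were found by identifier in a RefSeq annotation that was used for gene names, gene types, exon lengths and overlaps only. The paper's text does not name the strand setting of the counting or the build of the genome.

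Log2(normalized count + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), for genes with a mean normalized count of at least 10. The 27 libraries of the time course were fitted together, with a mean for each of the 9 groups, so that they share an estimate of the spread, and the 4 overexpression libraries were fitted on their own. *p*-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The autophagy list holds the 28 genes of Figure 6, of which 25 were matched by the identifiers of the supplementary tables and 3 by symbol. It was tested as a set with camera (preset correlation of 0.01), and with fry and an estimated correlation as alternatives. Set tests were computed for 21 comparisons, 7 of which were chosen as results beforehand, and their *p*-values were adjusted over all 21. The share of the wild type rise kept by a mutant was the median, over genes that rose by more than 1 on the log2 scale in the wild type, of the rise in the mutant divided by that in the wild type. It was compared with 10000 random sets of other induced genes, drawn among the 50 nearest genes in wild type rise and expression with seed 20221221. The share kept by each replicate was computed against the means of the mutant in MM and of the wild type, so its SD covers the starved mutant cultures only.

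The genes named were the 28 of the list, the genes deleted or overexpressed, other pathway genes named by the paper, and the 2 largest rises and falls of each comparison of all genes among those called, with a mean of at least 50 and no overlap between the groups. Other genes that are named were chosen after their values were seen.

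Between 14612909 and 18846318 reads were counted on genes in the overexpression libraries, and the lowest and highest libraries of the time course had 14921656 and 22464897. On simulated data with 200 changed genes in the shape of each table, limma found 190 with 3 false calls in the time course design. In the overexpression design it found 184 with 10 false calls. The simulated changes were few, equally split up and down, and scaled with the true factors. These error rates need not hold where most genes change. The chi-square per gene between replicates lay between 8.73 and 84.4 over the 29 pairs of replicates within a group, so no replicates of a group were copies of each other. Libraries of different groups were not compared in this way.

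Libraries with the same replicate number were checked for pairing by the correlation of their deviations from the group means. Every pair had a correlation over 0.1 at 1 h in MM-N, from 0.32 to 0.37 between *igo1*∆ and the wild type and from 0.11 to 0.46 between *ppk18*∆ *cek1*∆ and the wild type, and not in the other comparisons.

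The alternatives were a pseudocount of 10, no filter on low counts, a minimum mean of 50, quantile normalization, scaling of every library to the same total, limma without the trend, the replicate number as a block, only the groups compared, edgeR 4.0.16 (quasi-likelihood with TMM) and DESeq2 1.42.0 on the recovered reads, a minimum wild type rise of 2 on the log2 scale, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Western blot and flow cytometry experiments were not analysed here.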

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

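Of the tests in this part, those of thiamine repression, of reads shared between pheromone genes and of the shared wild type cultures in MM were chosen only after the result was seen. The main settings, the other comparisons and the alternatives were fixed before the data were examined, apart from those named below as added. The comparison of the strain difference between 1 h and 4 h was not among those fixed beforehand. Nor were the direct comparison of both mutants and the change after starvation within each mutant.

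A difference between groups was found for the autophagy list: the difference from the wild type changed between 1 h and 4 h for 18 genes in *igo1*∆ (14 towards higher and 4 towards lower) and for 17 in *ppk18*∆ *cek1*∆ (14 and 3), by a limma test of the difference itself. Of all genes, 55.3% and 51.9% were called in the same test, and as a set the list was not called by camera (adjusted *p* of 0.0850 and 0.0794, limma with Benjamini-Hochberg adjustment over the 21 set tests), so the list is not set apart from other genes by it. It was called by fry, which does not compare with other genes (adjusted *p* of 8.12e-07 and 1.73e-06, limma with the same adjustment). The largest changes towards lower were those of *atg10+* (-0.62 and -0.59). With every library scaled to the same total, 14 and 10 genes were called, split 8 to 6 and 6 to 4, and the median change of the list fell from 0.25 to 0.11 and from 0.24 to 0.12, so the lean towards higher depends on the scaling, and scaling stays open as its cause. Scaling moves all genes of a library alike, and genes were called in both directions under either scaling, which argues against it as the cause of every change in the list. Of 100 assignments of the strains within each time, 10 in *igo1*∆ and 10 in *ppk18*∆ *cek1*∆, the real one included, gave as many genes, and of these the other 9 in each case keep the strains apart at one of the times. Regrouping therefore leaves open how far the change over time is separate from the strain difference at either time.

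In MM, where the paper does not compare the strains, 130 genes were called in *igo1*∆ (58 higher and 72 lower) and 101 in *ppk18*∆ *cek1*∆ (44 and 57), against 745 and 754 at an unadjusted *p* below 0.05. With edgeR, 81 (42 higher and 39 lower) and 82 (40 and 42) were called, and with DESeq2, 123 (59 and 64) and 108 (54 and 54), so neither direction prevails under every test. Of these, 64 were called in both, all in the same direction. Both comparisons use the same 3 wild type libraries. The spread between replicates alone is argued against, since 20 simulations of unchanged groups that share a control gave at most 0 genes called in both. At 1 h, against other wild type libraries, 50 of the 64 were called in both mutants, 40 of them in the same direction as in MM, where 54.9% of all genes were called in both. The paper's methods describe cells grown in MM and then transferred to MM-N, so the libraries at 1 h can come from the same cultures, and a difference of the 3 wild type cultures and an effect of the pathway in MM cannot be told apart for these 64 genes. The largest fall was that of *nrg1+* (-2.60 and -2.88). For each strain, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and the largest number in another was 2 and 1, a share that 3 libraries against 3 cannot bring under 0.1.

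Among long non-coding RNAs, which the paper does not discuss, 378 were higher in *igo1*∆ at 1 h and 346 in *ppk18*∆ *cek1*∆, and 84 and 82 were lower. Their medians over 929 genes were 0.35 and 0.30. Protein-coding genes matched on expression had medians of 0.011 and -0.0076, which argues against low expression as the cause, and the 206 non-coding genes that overlap no protein-coding gene had medians of 0.39 and 0.30, which argues against reads of an overlapping gene. The medians were 0.13 and 0.15 under quantile normalization. A wider effect of the mutations on non-coding transcripts in starved cells may underlie this, as a hypothesis found and tested on the same data. The strand of counting stays open.

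With *ppk18+* overexpression, *nmt1+* itself changed by -7.05, outside the genes that the paper discusses. Thiamine in the overexpression cultures would also shut off *ppk18+*, which rose by 6.17, so repression of the promoter is argued against. The other 7 tested genes whose symbol begins with thi, *thi2+* aside, had a median of -0.33, short of the -1 set for this group before its values were seen, although all 7 were called lower, *thi4+* (-2.23) and *thi9+* (-1.02) most. *thi2+* fell by 3.63. These 3 genes are named after their values were seen. No biological explanation was tested.

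At 4 h, *mfm1+* changed by -8.47 in *igo1*∆ and by -8.18 in *ppk18*∆ *cek1*∆, from 8305 ± 2138 in the wild type to 29.6 ± 28.0 and 27.4 ± 5.78 (SD, n = 3 each). Reads assigned to another copy of these near-identical pheromone genes are argued against as the whole cause, since *mfm2+* (-4.60 and -3.83, chosen after its values were seen) and *mfm3+* (-6.08 and -6.25) also fell. How the reads are split between the copies stays open. A weaker mating response in the mutants at 4 h stays open as a hypothesis.

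SPAC977.15 changed by 7.74 in *igo1*∆ and by 7.67 in *ppk18*∆ *cek1*∆ at 4 h, from 17.3 ± 2.76 to 3888 ± 466 and 3694 ± 182 (SD, n = 3 each). At 1 h it was 21.3 in the wild type, 33.8 in *igo1*∆ and 22.5 in *ppk18*∆ *cek1*∆. Reads of similar genes were not tested here, nor was a biological explanation.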

How the results depend on the processing

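No test in this part was chosen only after the result was seen, apart from the alternatives named as added.

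Among the values of the comparisons under the alternatives set beforehand, 524 stayed within the limits set for them and 12 moved. Under these alternatives, the number of genes called lay between 2789 and 3413 for the overexpression, 3616 and 3854 for *igo1*∆ at 1 h, 4230 and 4688 at 4 h, 3416 and 3656 for *ppk18*∆ *cek1*∆ at 1 h, and 4113 and 4466 at 4 h. In the list it lay between 19 and 21, 23 and 25, 20 and 23, 23 and 24, and 16 and 24. The set tests of the overexpression, of both mutants at 1 h and 4 h and of the wild type kept their direction. Adjusted over all 21 set tests, that of the overexpression was not called with an estimated correlation (adjusted *p* = 0.0508, limma with Benjamini-Hochberg adjustment). Adjusted over only the 7 chosen beforehand, it was called (adjusted *p* = 0.0363, limma camera test with Benjamini-Hochberg adjustment).

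Under quantile normalization, 1 gene of the list fell over 2-fold in *igo1*∆ at 1 h in place of 3 (range 1 to 4), the kept shares at 4 h were 0.746 in *igo1*∆ and 0.768 in *ppk18*∆ *cek1*∆, and *atg24+* at 4 h reversed to -0.017 and -0.045. With every library scaled to the same total, *atg24+* reversed to -0.026 and -0.085. The kept shares under this scaling were 0.729 (*igo1*∆ at 1 h), 0.748 (*igo1*∆ at 4 h) and 0.752 (*ppk18*∆ *cek1*∆ at 4 h). The interaction in *ppk18*∆ *cek1*∆ at 4 h had 20 genes of the list in place of 13. In the same strain, the change from 1 h to 4 h, a comparison added after the data were seen, had 10 in place of 17. For genes that rose by more than 2 on the log2 scale in the wild type, the shares were 0.704, 0.855 and 0.867. The cause was not tested.

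In MM, edgeR called 81 genes in *igo1*∆ in place of 130.

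Leaving out each library in turn, the list had 1 to 3 genes over 2-fold lower in *igo1*∆ at 1 h (1 without wild type replicate 2 at 1 h), and the share kept by *ppk18*∆ *cek1*∆ at 1 h went from 0.598 (without wild type replicate 3 at 1 h) to 0.661. Counts of calls of the overexpression have no such values, because one group would hold 1 library.

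For single genes there were 89 results, each being a gene in a comparison, so that a gene can count more than once. Of their 1385 values, 1339 kept their direction and call, 38 lost the call, 4 gained it and 4 reversed, the *atg24+* values above.

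With the replicate number as a replicate block, 3854 genes and 24 of the list were called in *igo1*∆ at 1 h and 3656 and 23 in *ppk18*∆ *cek1*∆, and 4082 and 3557 genes with only the groups compared in the block, an alternative added after the data were seen. The replicate block moved no count of calls by over 1.5 times, and among the single genes named, the call of *Tf2-1* in *igo1*∆ in MM was lost. The overexpression had a pairing correlation of -0.22, and a crossed block, added after the data were seen, called 3514 genes and 21 of the list, against 3219 and 20 with the numbers as given.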

Differences from the paper's values

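None of the 68 values in the paper's Tables S1 to S3 differed from those obtained here beyond the larger error. Under alternatives set before the data were examined, 6 differed under quantile normalization, 11 under scaling to the same total and 2 with edgeR.

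The paper titles Tables S2 and S3 as downregulated genes, and both hold *atg38+*, which was higher here (log2 fold changes of 0.20 and 0.24) and has a positive value in the paper's tables. At 4 h, *atg38+* (0.58 and 0.39), *atg3+* (0.42 and 0.30) and *atg24+* (0.15 and 0.10) were higher in *igo1*∆ and *ppk18*∆ *cek1*∆, where the paper describes lower expression of autophagy genes. Under quantile normalization and scaling to the same total, the estimates of *atg24+* were below 0 and not called.

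The paper draws the genes of Figure 6 as induced by starvation, and *atg10+* was not called in the wild type at 1 h (log2 fold change of 0.02). With every library scaled to the same total, all 28 genes were called.

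Table S1 of the paper lists fewer upregulated genes than the 21 called here. With the DESeq2 test, 19 were called. At 1 h, *atg10+*, *atg3+* and *atg12+* were not called lower in either mutant, nor was *cpy1+* in *ppk18*∆ *cek1*∆. With edgeR, *atg3+* was called lower in *igo1*∆, and with every library scaled to the same total, *cpy1+* was called lower in *ppk18*∆ *cek1*∆.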

Other observations

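Of the tests in this part, those on *igo1+* reads were chosen only after the result was seen.

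The autophagy list rose less in the mutants, and this may be part of a weaker rise of genes induced in the wild type. Those genes were selected by the wild type rise, which can itself bring the share kept by a mutant under 1. Genes called higher after starvation numbered 2432 in the wild type, 2399 in *igo1*∆ and 2369 in *ppk18*∆ *cek1*∆ at 1 h. At 4 h they numbered 2411, 2542 and 2529, so a weaker rise of starvation-induced genes in general is not shown. The share of the wild type rise kept by the list lay at percentile 12.05 of matched sets of other induced genes in *igo1*∆ at 1 h, 20.4 at 4 h, and 16.83 and 19.99 in *ppk18*∆ *cek1*∆, so the list was not set apart from matched genes. Scaling is argued against as the cause, since with every library scaled to the same total the median of the list was -0.54 (*igo1*∆ at 1 h), -0.60 (*igo1*∆ at 4 h), -0.56 (*ppk18*∆ *cek1*∆ at 1 h) and -0.54 (*ppk18*∆ *cek1*∆ at 4 h).

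For *igo1*∆ at 1 h and 4 h, *ppk18*∆ *cek1*∆ at 1 h and 4 h, and the wild type at 1 h and 4 h, for all genes and for the list, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. With 10 splits the share cannot fall under 0.1, so the share alone cannot tell a fortuitous grouping from an effect. The numbers of genes argue against such a grouping. The real splits gave 3572 to 4791 of all genes and 16 to 28 of the list. Another split gave at most 1 gene, in *ppk18*∆ *cek1*∆ at 4 h, and 0 in the other comparisons. At 1 h, 3313 genes were called in both mutants, against at most 0 in 20 simulations of unchanged groups that share a control. For the interactions of the list, as many genes were found in 4 of 100 assignments of the strains in *igo1*∆ at 1 h, 9 at 4 h, and 10 and 11 in *ppk18*∆ *cek1*∆. The others among these, 3, 8, 9 and 10, all keep the strains apart in the starved libraries and reassign libraries in MM only.

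In *igo1*∆, 65.1% of the wild type *igo1+* reads remained on average, and 64.4% of its exon length is untranslated. Untranslated parts left in place could give these reads. For *ppk18+*, 4.11% remained against 6.70% untranslated, within the 10 points allowed, but for *cek1+* 1.84% remained against 14.2% untranslated, a gap of 12.4 points, beyond them, so this and a remaining transcript cannot be told apart. Wild type cells in the cultures are argued against, since the changes in *igo1*∆ were 1.07 times those in *ppk18*∆ *cek1*∆ (median of 3572 genes), where mixing would need 0.349.

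Genes outside the list that were lower in both mutants at 1 h had a median log2 fold change of 0.30 with *ppk18+* overexpression (1574 genes, 81.0% higher), and those that were higher had -0.30 (1668 genes, 21.3% higher), against 0.01 and -0.01 in sets matched on expression. The matched sets were drawn from all genes outside the list, a choice made after a first run of this test and less favourable to the hypothesis. A response in opposite directions may thus extend beyond the list, as a hypothesis.

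In starved *igo1*∆ cells, *ppk18+* was higher than in the wild type at 1 h and 4 h (0.54 and 0.58), and in *ppk18*∆ *cek1*∆ cells *igo1+* was higher (0.25 and 0.69). At 4 h, *ste11+* (-2.37 and -1.94), *mei2+* (-4.95 and -3.71) and *rum1+* (-1.46 and -1.29) were lower in *igo1*∆ and *ppk18*∆ *cek1*∆, and with overexpression they were higher (1.57, 2.92 and 0.94). No explanation was tested for these genes.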
